# RNA m6A methylation orchestrates cancer growth and metastasis via macrophage reprogramming

**DOI:** 10.1038/s41467-021-21514-8

**Published:** 2021-03-02

**Authors:** Huilong Yin, Xiang Zhang, Pengyuan Yang, Xiaofang Zhang, Yingran Peng, Da Li, Yanping Yu, Ye Wu, Yidi Wang, Jinbao Zhang, Xiaochen Ding, Xiangpeng Wang, Angang Yang, Rui Zhang

**Keywords:** Cancer microenvironment, Epigenetics in immune cells

## Abstract

N6-methyladenosine (m6A) is a reversible mRNA modification that has been shown to play important roles in various biological processes. However, the roles of m6A modification in macrophages are still unknown. Here, we discover that ablation of Mettl3 in myeloid cells promotes tumour growth and metastasis in vivo. In contrast to wild-type mice, Mettl3-deficient mice show increased M1/M2-like tumour-associated macrophage and regulatory T cell infiltration into tumours. m6A sequencing reveals that loss of METTL3 impairs the YTHDF1-mediated translation of SPRED2, which enhances the activation of NF-kB and STAT3 through the ERK pathway, leading to increased tumour growth and metastasis. Furthermore, the therapeutic efficacy of PD-1 checkpoint blockade is attenuated in Mettl3-deficient mice, identifying METTL3 as a potential therapeutic target for tumour immunotherapy.

## Abstract (web summary)

N6-methyladenosine (m6A) is a reversible mRNA modification with important roles in cancer biology and immunoregulation. Here, the authors show that myeloid-specific deletion of Mettl3, the catalytic subunit of the methyltransferase complex, promotes tumor growth and metastasis in preclinical tumor models, influencing macrophage reprogramming and attenuating PD-1 blockade.

## Introduction

Most tumours shape the tumour microenvironment to promote tumour growth by recruiting stromal cells, such as tumour-associated macrophages (TAMs)^1^, myeloid-derived suppressor cells (MDSCs)^2^ and regulatory T cells (Tregs)^3,4^, all of which are associated with a poor patient prognosis. An increasing number of studies have shown that the tumour microenvironment reprograms the gene expression of TAMs to reshape and maintain immunosuppressive functions^5–8^. TAMs often exhibit an array of activation states. In general, they are skewed away from the “classically” activated antitumour phenotype (referred to as M1) and towards an “alternatively” activated protumour phenotype (M2). However, like macrophages in many other tissues, TAMs show remarkable functional plasticity and often express markers characteristic of both activation states^9,10^. Factors responsible for the establishment and maintenance of TAM functions are beginning to emerge^7^. In particular, proteins associated with the regulation of RNA m6A modification are interesting candidates.

m6A, as an mRNA modification, is abundant in nearly all eukaryotes^11^. METTL3, serving as a catalytic subunit of the methyltransferase complex, has been reported to participate in diverse biological processes, including spermatogenesis^12^, neurogenesis^13^, sex determination^14,15^, stem cell self-renewal and fate determination^16,17^. Moreover, aberrant m6A modifications are frequently found in cancers, such as lung and colon adenocarcinomas^18^, endometrial cancer^19^, breast cancer^20^, glioblastomas^21,22^, acute myeloid leukaemia^23,24^ and hepatocellular carcinoma^25^, and execute their progressive or repressive roles in different tumours depending on the molecular targets.

m6A modification has been associated with immunoregulation. A recent article on a mouse model reports that m6A-modified mRNAs encoding lysosomal cathepsins are recognized by YTHDF1 in dendritic cells (DCs), subsequently enhancing the translation of cathepsins and facilitating tumour growth and shortening host survival^26^. In CD4^+^ T cells, m6A levels are largely responsible for controlling naive T-cell homeostasis^27^. As most studies mainly focus on tumour-intrinsic oncogenic pathways, the potential roles of m6A modification in host antitumour immune responses are largely unknown.

In this work, we show that myeloid-specific deletion of METTL3, the catalytic subunit of the methyltransferase complex, enhances tumour growth and metastasis in mouse tumour models and attenuates PD-1 blockade therapy via influencing macrophage reprogramming. Our study illustrates that m6A modification in macrophages might represent a validated target for cancer therapy.

## Results

### Myeloid-specific deletion of Mettl3 promotes tumour growth and metastasis

To investigate the functions of m6A modification in macrophages, WT BMDMs (bone marrow-derived macrophages) were incubated with B16 cells or B16 cell culture medium. We found that the expression of *Mettl3* was significantly reduced, whereas no appreciable difference was noted in *Mettl14* levels (Supplementary Fig. 1a). Furthermore, western blot analysis also confirmed decreased METTL3 protein expression (Supplementary Fig. 1b). To further characterize *Mettl3* gene expression, we isolated TAMs (CD11b^+^F4/80^+^) from tumour tissue and BMDMs from the same host mice and determined that the levels of *Mettl3* transcripts in TAMs decreased during tumour progression (Supplementary Fig. 1c). Similar results were also obtained by immunofluorescence staining for METTL3 in TAMs and BMDMs from the same host mice (Supplementary Fig. 1c).

We next asked whether *Mettl3* in myeloid cells regulates tumour progression. We crossed *Mettl3*^fl/fl^ mice with Lyz-cre mice to ablate *Mettl3* in the myeloid compartment, including in macrophages. Next, BMDMs and peritoneal macrophages (PMs) from *Mettl3*^fl/fl^Lyz2^+/+^ (WT) and *Mettl3*^fl/fl^Lyz2^cre/+^ (KO) mice were subjected to qRT-PCR and western blotting. The results demonstrated that the BMDMs from the KO mice had an ∼75% reduction in *Mettl3* mRNA expression and that PMs had an ∼80% reduction (Supplementary Fig. 1d, e), consistent with the reported ∼80% deletion efficiency in the Lyz-cre model^28^. Moreover, the m6A level of mRNAs in the KO BMDMs was lower than that in the WT BMDMs (Supplementary Fig. 1f). We next asked whether myeloid-specific deletion of *Mettl3* affects tumour growth. We injected B16 or LLC cells subcutaneously into syngeneic WT or KO mice. The KO mice exhibited significantly faster tumour growth than the WT mice, and the survival of these conditional *Mettl3* knockout mice was shortened (Fig. 1a–d and Supplementary Fig. 1g-j). Furthermore, to determine whether METTL3 can affect tumour metastasis, B16 or LLC cells were injected into mice via the tail vein. Lung metastasis was enhanced in KO mice compared to WT mice, as illustrated by bioluminescence imaging (Fig. 1e, f). Noticeably, histological examination revealed that compared with WT mice, KO mice had larger and more lung metastasis nodules with increased Ki67 staining (Fig. 1g–j and Supplementary Fig. 1k-m), leading to shortened overall survival for the KO mice compared with the WT mice (Fig. 1k and Supplementary Fig. 1n). In addition, we observed that the expression of METTL3 was attenuated in TAMs compared to macrophages in normal tissue (Fig. 1l).

**Fig. 1:**
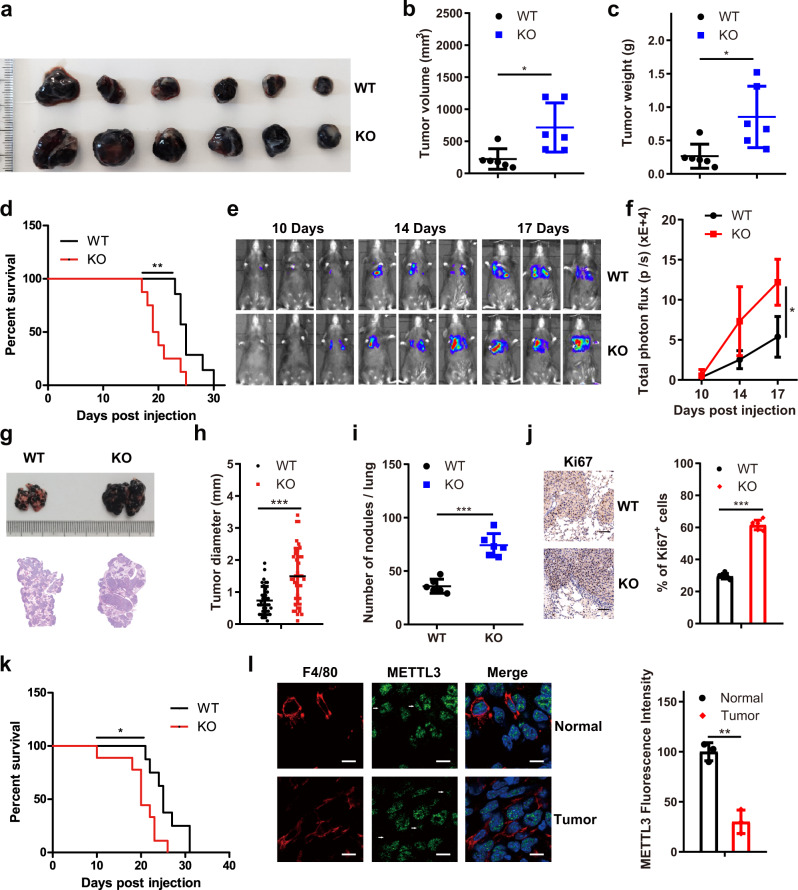
Myeloid-specific deletion of *Mettl3* in mice promotes B16 tumour growth and lung metastasis. **a**–**d** B16 cells were subcutaneously injected into WT and *Mettl3*-null (KO) mice. B16 tumours were dissected and photographed (**a**). Tumour volume (**b**) (*n* = 6 mice per group), tumour weight (**c**) (*n* = 6 mice per group) and mouse survival (**d**) were recorded (WT group, *n* = 7 mice; KO group, *n* = 8 mice). **e**, **f** In vivo imaging of mice was conducted following intraperitoneal administration of a substrate (D-luciferin). Representative fluorescence images are shown (**e**) and were quantified (**f**) (*n* = 3 mice per group). **g** Representative images of tumours in mice injected with B16 tumour cells via the tail vein (upper panel) and representative HE staining images of lung sections (lower panel) are shown. **h**, **i** Quantification of the lung tumour diameter (**h**) and metastatic nodules (**i**) of the mice evaluated in (**g**) (*n* = 6 mice per group) was performed. **j** Representative Ki67 staining images of tumour sections are shown (left panel). Quantification of Ki67 expression was performed (right panel) (*n* = 5 mice per group). Scale bars: 100 μm. **k** The survival of mice injected with B16 tumour cells via the tail vein was documented (*n* = 8 mice per group). **l** Immunofluorescence staining for F4/80 and METTL3 was performed to analyse expression in normal and tumour tissues (left panel). Quantification of the expression of METTL3 in macrophages was performed (right panel). The white arrows highlight F4/80^+^ cells *(n* = 3 mice per group). Scale bars, 10 μm. Data are expressed as the mean ± SD. *P* values were determined by a two-tailed *t*-test (**b**, **c**, **f**, **h**, **i**, **j** and **l**) and the Gehan–Breslow-Wilcoxon test (**d**, **k**). *P ≤ 0.05, **P < 0.01 and ***P < 0.001. The source data are provided as a Source data file.

To explore whether the loss of *Mettl3* in BMDMs enhances tumour growth, we established a mixed model of macrophages and tumour cells. BMDMs were labelled with CFSE and co-injected with B16 or LLC cells into mice subcutaneously. Then, the tumours were extracted, and immunofluorescence staining for F4/80 was performed. The results showed that the CFSE-labelled cells were positive for F4/80 staining, which indicated that the co-injected BMDMs could survive for 2 weeks in tumours (Supplementary Fig. 2a). The extracellular matrix in tumour was also determined by COL1A1 staining (Supplementary Fig. 2b). In addition, we observed that the co-injected BMDMs had almost no proliferative capacity (Supplementary Fig. 2c). Further analysis showed that co-injection of B16 or LLC cells with KO BMDMs resulted in significantly accelerated tumour growth (Fig. 2a–f and Supplementary Fig. 2d). Next, we depleted macrophages in mice by intravenous treatment with clodronate liposomes two days before experiments. Then, B16 cells were intravenously injected into the mice. Bioluminescence imaging revealed that the differences in tumour growth and metastasis between WT and KO mice were abrogated by macrophage depletion (Fig. 2g, h), which was confirmed by histological analysis of lung tumours (Fig. 2i, j). The survival of the depleted mice was extended, with no remarkable difference between WT and KO mice treated with clodronate liposomes (Fig. 2k). Taken together, the data above suggested a vital role for METTL3 in macrophages in promoting tumour progression.

**Fig. 2:**
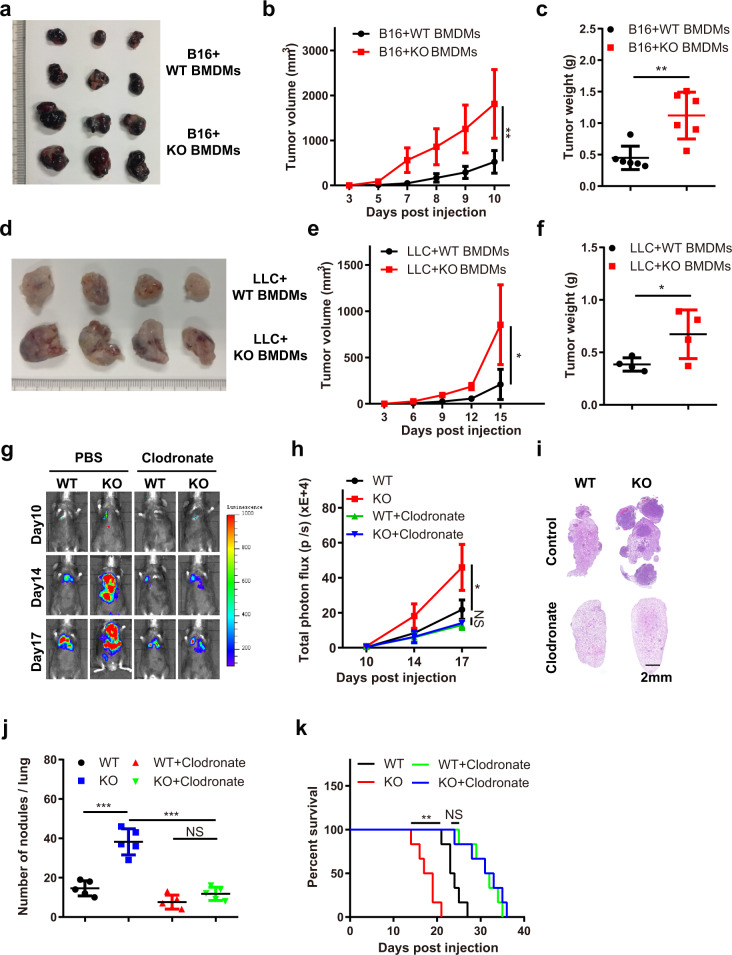
Macrophages with *Mettl3* depletion enhance tumour growth and lung metastasis. **a**–**c** WT mice were subcutaneously inoculated with 1 × 10^6^ LLC cells mixed with 2.5 × 10^5^ WT or KO macrophages. Tumours were dissected 10 days after inoculation and photographed (**a**). Tumour volume (**b**) and tumour weight (**c**) were recorded (*n* = 6 mice per group). **d**–**f** WT mice were subcutaneously inoculated with 1 × 10^6^ B16 cells mixed with 2.5 × 10^5^ WT or KO macrophages. Tumours were dissected 15 days after inoculation and photographed (**d**). Tumour volume (**e**) and tumour weights (**f**) were recorded (*n* = 4 mice per group). **g**–**k** WT and KO mice were injected with clodronate liposomes 2 days before experiments. Then, B16 cells were intravenously injected into the mice. Bioluminescence was measured at the indicated time points, and representative images are shown (**g**) and were quantified (**h**) (*n* = 3 mice per group). Representative HE staining images of lung sections are shown (**i**). Lung metastatic nodules (**j**) (*n* = 5 mice per group) and overall survival (**k**) (*n* = 6 mice per group) were observed. Data are shown as the mean ± SD. *P* values were determined by a two-tailed *t*-test (**b**, **c**, **e**, **f**, **h** and **j**) and the Gehan–Breslow–Wilcoxon test (**k**). *P ≤ 0.05, **P < 0.01 and ***P < 0.001. NS (non-significant) means *P* > 0.05. The source data are provided as a Source data file.

### Mettl3 depletion in macrophages reshapes the tumour microenvironment by enhancing M1- and M2-like TAM and Treg infiltration into tumours

To assess the effects of METTL3 on the immune microenvironment, we performed immunophenotyping of the spleen and lungs by flow cytometry and determined that the overall percentages of M1 macrophages (CD11b^+^F4/80^+^NOS2^high^ or CD11b^+^F4/80^+^IL-12^high^), M2 macrophages (CD11b^+^F4/80^+^ARG1^high^ or CD11b^+^F4/80^+^IL-10^high^) and regulatory T cells (CD4^+^CD25^+^Foxp3^+^) were increased (Supplementary Figs. 3a–c and 4a–c), while the overall percentages of MDSCs (CD11b^+^Gr1^+^) and CD3^+^CD4^+^ and CD3^+^CD8^+^ T cells were not affected in KO mice (Supplementary Figs. 3d, e and 4d, e). To further investigate the impact of METTL3 on the tumour microenvironment, we analysed CD45+ cells in tumours from WT or KO mice through single-cell RNA sequencing. Further analysis of the data revealed 23 distinct intratumoural immune cell populations. Specifically, we identified macrophages (7 cell clusters), MDSCs (2 cell clusters), granulocytes (2 cell clusters), CD4^+^ T cells (1 cell cluster), CD8^+^ T cells (2 cell clusters), natural killer (NK) cells (1 cell cluster), B cells (2 cell clusters), dendritic cells (DCs, 2 cell clusters), plasmacytoid dendritic cells (pDCs, 1 cell cluster), conventional dendritic cells (cDCs, 1 cell cluster), fibroblasts (1 cell cluster) and tumour cells (1 cell cluster) (Supplementary Fig. 5a). The tumours from KO mice showed differences in the composition of the immune infiltrate compared with the tumours from WT mice, which included increases in the numbers of TAMs, MDSCs and CD4^+^ T cells and trends towards decreased numbers of granulocytes and CD8^+^ T cells (Supplementary Fig. 5b). Moreover, immunophenotyping of tumour tissues with METTL3-deficient macrophages through flow cytometry showed an increase in the overall percentage of M1- and M2-like TAMs (Fig. 3a and Supplementary Fig. 6a). In addition, there were trend towards increases in the numbers of MDSCs and regulatory T cells (Fig. 3b–d and Supplementary Figs. 3c, 6b), whereas the overall percentages of CD3^+^CD4^+^ and CD3^+^CD8^+^ T cells were not affected (Supplementary Figs. 3e and 6c, d). Immunohistochemical staining of tumour sections also produced similar results (Supplementary Fig. 6e-g). Previous studies have shown that Treg migration and infiltration into various tumour tissues appear to be dependent on the expression of the CCR4 ligand (CCL22) produced by tumour cells or infiltrating macrophages^3,29^. Further analysis showed that CCL22 expression was remarkably upregulated in *Mettl3*-deficient BMDMs and TAMs, as measured by qRT-PCR and ELISA (Fig. 3e, f and Supplementary Fig. 6h). These findings prompted us to examine the impacts of Treg depletion on tumour growth and metastasis. We first investigated the effect of injecting anti-CD25 antibodies on the level of Tregs. As shown in Supplementary Fig. 7a, an ~75% reduction in the Treg level was observed. It was also noted that with the reduction in the Treg cell population, the percentages of Th1 cells (CD4^+^IFN-γ^+^) and IFN-γ^+^ CD8 T cells were increased in tumours, while that of Th2 cells (CD4^+^IL-4^+^) was almost unaffected (Supplementary Fig. 7b-d). Further analysis showed that WT and KO mice that received anti-CD25 antibodies for Treg depletion displayed no significant differences in tumour growth or metastasis, while increased tumour growth was observed in KO mice compared with WT mice in the untreated group (Fig. 3g–k). The difference in survival between WT and KO mice was also abolished upon Treg depletion (Fig. 3l). These data suggested that *Mettl3* depletion in myeloid cells promoted tumour growth and metastasis in a manner dependent on M1/M2-like TAM infiltration and Treg recruitment.

**Fig. 3:**
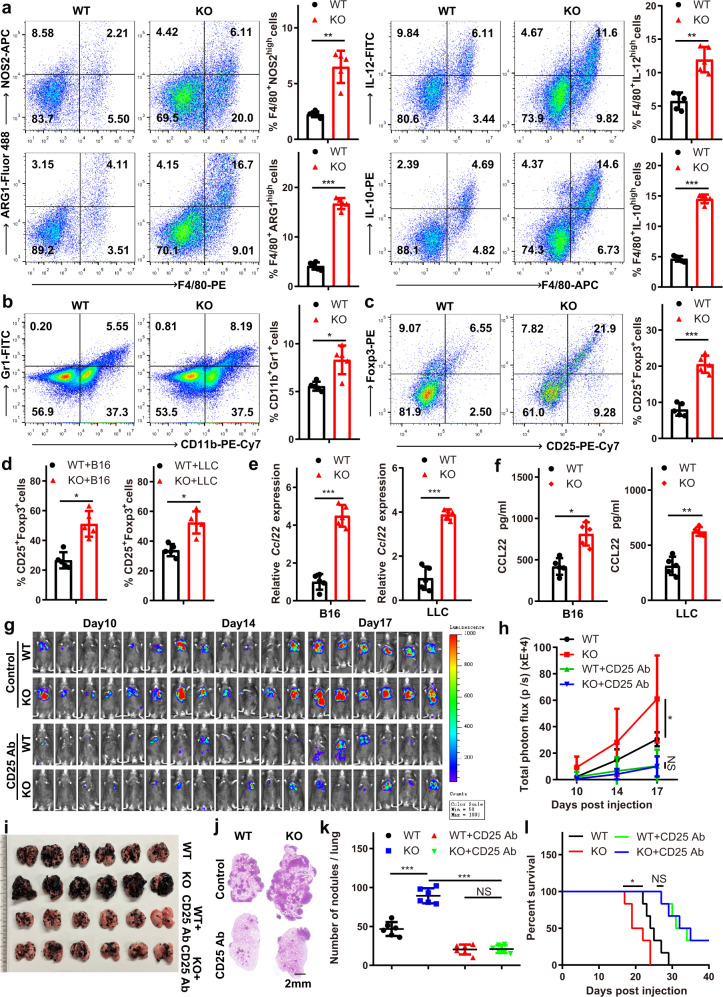
*Mettl3* depletion in macrophages establishes an immunosuppressive microenvironment by enhancing M1- and M2-like TAM and Treg infiltration in tumours. **a** Flow cytometry analysis of macrophage subpopulations in B16 tumours from tumour-bearing mice. The percentages of M1-like (F4/80^+^IL-12^high^ or F4/80^+^NOS2^high^) and M2-like (F4/80^+^IL-10^high^ or F4/80^+^ARG1^high^) TAMs were calculated, with CD11b^+^ cells gated (*n* = 5 mice per group). **b** Single-cell suspensions of B16 tumours were stained with fluorophore-conjugated antibodies specific for CD11b and Gr1 and analysed by flow cytometry (*n* = 5 mice per group). **c** B16 tumours were dissected and digested to obtain single-cell suspensions. Infiltrating Treg (CD25^+^Foxp3^+^) cells were stained with fluorophore-conjugated antibodies and analysed by flow cytometry, with CD4^+^ cells gated (*n* = 5 mice per group). **d** BMDMs were subcutaneously co-injected with B16 or LLC cells into mice. Treg (CD25^+^Foxp3^+^) cell infiltration was analysed by flow cytometry, with CD4^+^ cells gated (*n* = 5 mice per group). **e** qRT-PCR analysis of the expression of *Ccl22* in WT and KO TAMs from B16 or LLC tumours (*n* = 5 mice per group). **f** ELISA analysis of CCL22 in WT and KO TAMs from B16 or LLC tumours (*n* = 5 mice per group). **g**–**l** B16 cells were intravenously injected into WT and KO mice. An anti-CD25 Ab was injected on days −2, 1, 4, 7 and 11. Bioluminescence was measured at the indicated time points, and representative images are shown (**g**) and were quantified (**h**) (*n* = 6 mice per group). Lungs were dissected and photographed (**i**), and representative HE staining images of lung sections are shown (**j**) (*n* = 6 mice per group). Lung metastatic nodules (**k**) and overall survival (**l**) were observed (*n* = 6 mice per group). Data are shown as the mean ± SD. *P* values were determined by a two-tailed *t*-test (**a**–**f, h** and **k**) and the Gehan–Breslow–Wilcoxon test (**l**). *P ≤ 0.05, **P < 0.01 and ***P < 0.001. NS (non-significant) means *P* > 0.05. The source data are provided as a Source data file.

### Mettl3 depletion facilitates the M1 and M2 polarization of BMDMs through NF-kB/STAT3

To characterize the potential involvement of METTL3 in macrophage polarization, BMDMs were treated with LPS and IFN-γ to induce M1 macrophages or with IL-4 to induce M2 macrophages. qRT-PCR results showed that the expression of *Tnf-α*, *Il-6* and *Arg1* was noticeably upregulated in *Mettl3*-deficient BMDMs (Supplementary Fig. 8a, b). Next, we tested the expression of M1 and M2 macrophage-associated genes and found that the expression of *Tnf-α*, *Il-6* and *Arg1* was significantly increased in *Mettl3*-deficient BMDMs, consistent with previous results (Fig. 4a). ELISA also revealed that the expression of TNF-α and IL-6 was upregulated in *Mettl3*-deficient BMDMs, while that of IL-10 was relatively unchanged (Fig. 4b). Increased arginase activity was also observed in *Mettl3*-deficient BMDMs (Fig. 4c). NF-κB is a central player in host innate and adaptive immune responses that regulates the expression of pro-inflammatory cytokines^30^, and STAT3 is one of the major drivers of MDSC expansion and is involved in myeloid cell-mediated immune suppression^31^. We evaluated p65 and STAT3 phosphorylation in BMDMs and observed increased levels of p65 and STAT3 phosphorylation in *Mettl3*-deficient macrophages (Fig. 4d). Inhibition of NF-κB reduced the expression of *Tnf-α*, *Il-6* and *Arg1*, while inhibition of the STAT3 pathway reduced the expression of *Arg1* in both WT BMDMs and KO BMDMs (Fig. 4e). ChIP analysis demonstrated that p-STAT3 specifically bound to the promoter of *Arg1* (Fig. 4f). We next harvested TAMs from tumour-bearing mice and the purity of TAMs tested by flow cytometry was shown in Supplementary Fig. 9. The results showed that the expression of M1 and M2 macrophage-associated genes in KO TAMs was increased simultaneously, which was associated with the enhanced phosphorylation of p65 and STAT3 and expression of ARG1 (Fig. 4g–i). Collectively, these data suggested that the loss of METTL3 resulted in activation of the NF-κB pathway and STAT3 signalling, which led to M1- and M2-like macrophage polarization.

**Fig. 4:**
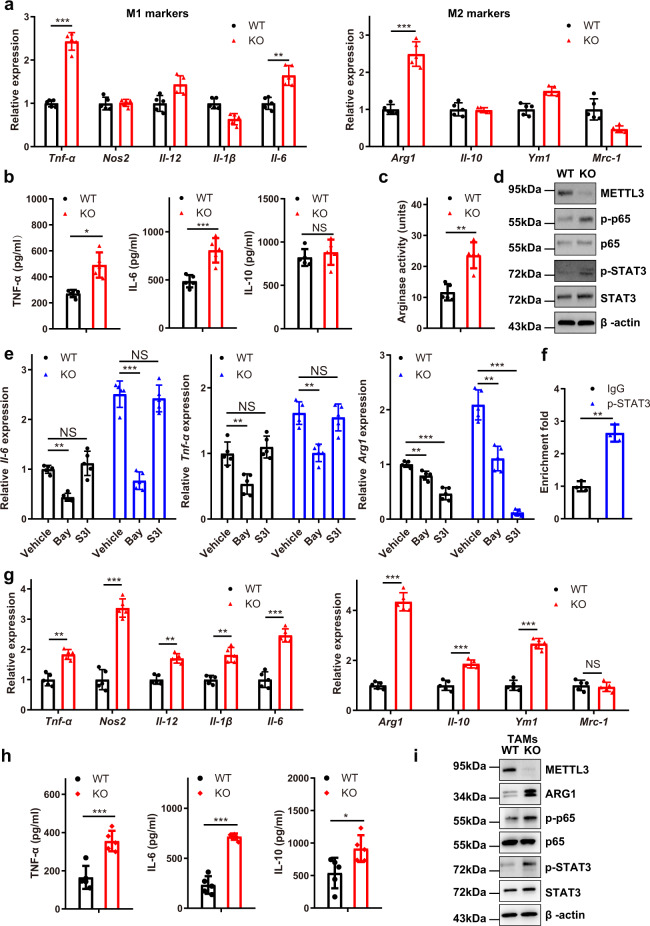
*Mettl3* depletion facilitates the M1 and M2 polarization of BMDMs through NF-kB/STAT3. **a** qRT-PCR analysis of M1 and M2 macrophage-associated gene expression in WT and KO BMDMs (*n* = 5 mice per group). **b** ELISA analysis of TNF-α, IL-6 and IL-10 secretion by WT and KO BMDMs (*n* = 5 mice per group). **c** Arginase activity in WT and KO BMDMs (*n* = 5 mice per group). **d** Western blot analysis of p65, p-p65, STAT3 and p-STAT3 in WT and KO BMDMs. The blots are representative of *n* = 3 independent experiments. **e** qRT-PCR analysis of *Tnf-α*, *Il-6* and *Arg1* in WT and KO BMDMs treated with the NF-κB inhibitor BAY-11-7082 (5 µM) or STAT3 inhibitor S3I-201 (100 µM) for 8 h (*n* = 5 mice per group). **f** A ChIP assay was performed with an anti-p-STAT3 antibody, followed by PCR amplification of the *Arg1* promoter. *n* = 3 independent experiments. **g** WT and KO TAMs were isolated from tumour-bearing mice. M1 and M2 macrophage-associated gene expression was assessed by qRT-PCR (*n* = 5 mice per group). **h** The expression of TNF-α, IL-6 and IL-10 in TAMs isolated from B16 tumour-bearing mice was analysed by ELISA (*n* = 5 mice per group). **i** The expression of ARG1, p65, p-p65, STAT3 and p-STAT3 in TAMs was determined by immunoblotting. The blots are representative of *n* = 3 independent experiments. Data are shown as the mean ± SD. *P* values were determined by a two-tailed *t*-test (**a**–**c** and **e**–**h**). *P ≤ 0.05, **P < 0.01 and ***P < 0.001. NS (non-significant) means *P* > 0.05. The source data are provided as a Source data file.

### Tumour cells enhance the production of cytokines and activation of NF-κB and STAT3 in Mettl3-depleted macrophages

As NF-κB and STAT3 can be regulated by extracellular stimuli, we stimulated BMDMs with the exogenous factor TNF-α or IL-6. Immunoblot results revealed that the capacity to induce p-p65 and p-STAT3 was more apparent in KO BMDMs than in WT BMDMs (Supplementary Fig. 10a, b). qRT-PCR analysis showed that the expression of *Tnf-α* and *Il-6* increased in response to TNF-α treatment, which was reversed by blocking the NF-κB pathway with Bay-11-7082, while the expression of *Arg1* increased in response to IL-6 treatment, which was reversed by the STAT3 inhibitor S3I-201 (Supplementary Fig. 10c–e). These observations implied that the NF-κB/IL-6/STAT3 signalling axis was more activated in KO BMDMs than in WT BMDMs.

To assess the role of the NF-κB/IL-6/STAT3 signalling axis in the tumour microenvironment, B16 or LLC cells were incubated with BMDM culture medium or BMDMs. The results showed that the expression of *Il-6* was upregulated in B16 and LLC cells with increased p65 phosphorylation (Supplementary Fig. 10f-h) and reversed by blocking the NF-κB pathway with Bay-11-7082 (Fig. 5a). We further found that TNF-α treatment increased not only the phosphorylation of p65 but also the expression of *Il-6* in a dose- and time-dependent manner (Supplementary Fig. 10i, j) and that treatment with the NF-κB inhibitor BAY-11-7082 reversed the expression of *Il-6* in tumour cells (Fig. 5b). Furthermore, WT or KO BMDMs were pre-incubated with Bay-11-7082 or anti-TNF-α neutralizing antibodies and then co-cultured with B16 or LLC cells. qRT-PCR analysis showed that the expression of *Il-6* was inhibited by the addition of Bay-11-7082 or the anti-TNF-α neutralizing antibodies (Fig. 5c), accompanied by reduced p65 and STAT3 phosphorylation (Fig. 5d). Furthermore, the expression of *Arg1* was significantly decreased in *Mettl3*-deficient BMDMs co-cultured with B16 or LLC cells in the presence of anti-IL-6 neutralizing antibodies compared with WT BMDMs (Fig. 5e, f). In summary, these data suggested that *Mettl3*-deficient macrophages reshaped the tumour microenvironment by regulating cytokine responses.

**Fig. 5:**
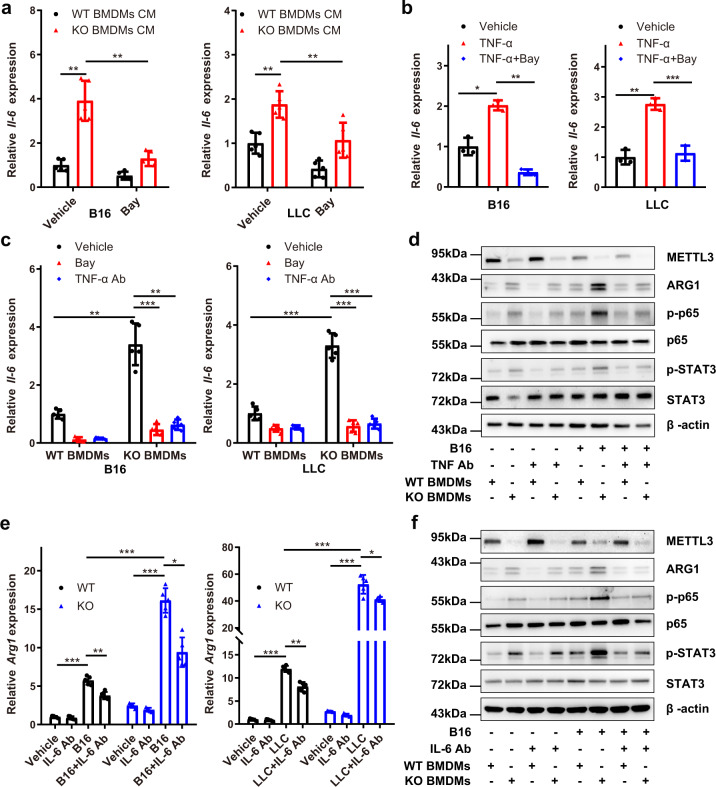
Production of cytokines and activation of NF-κB and STAT3 are enhanced in *Mettl3*-null macrophages co-cultured with tumour cells. **a** qRT-PCR analysis of *Il-6* expression levels in B16 and LLC cells incubated with WT or KO BMDM culture medium for 24 hours in the presence or absence of BAY-11-7082 (5 µM) (*n* = 5 mice per group). **b** B16 and LLC cells were treated with TNF-α (40 ng/mL) or TNF-α + BAY-11-7082 (5 µM), followed by qRT-PCR analysis of *Il-6*. *n* = 3 independent experiments. **c** B16 and LLC cells co-cultured with WT or KO BMDMs in the presence of BAY-11-7082 (5 µM) or an anti-TNF-α Ab (20 µg/mL) for 8 h. qRT-PCR analysis of *Il-6* expression levels in WT or KO BMDMs was performed (*n* = 5 mice per group). **d** Western blot analysis of the indicated proteins in WT and KO BMDMs co-cultured with B16 cells in the presence or absence of the anti-TNF-α Ab (20 µg/mL). The blots are representative of *n* = 3 independent experiments. **e** qRT-PCR analysis of *Il-6* expression in WT and KO BMDMs co-cultured with B16 or LLC cells in the presence or absence of an anti-IL-6 Ab (20 µg/mL) (*n* = 5 mice per group). **f** Western blot analysis of the indicated proteins in WT and KO BMDMs co-cultured with B16 cells in the presence or absence of the anti-IL-6 Ab (20 µg/mL). The blots are representative of *n* = 3 independent experiments. Data are shown as the mean ± SD. *P* values were determined by a two-tailed *t*-test (**a**–**c** and **e**). *P ≤ 0.05, **P < 0.01 and ***P < 0.001. The source data are provided as a Source data file.

### Loss of METTL3 impairs the YTHDF1-mediated translation of SPRED2

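BMDMs were grown from the bone marrow of 2 WT (*Mettl3*fl/flLyz2+/+) and 2 KO (*Mettl3*fl/flLyz2cre/+) mice over 7 days with M-CSF at 40 ng/mL. In MeRIP-Seq, RNA fragments are pulled down with an antibody against m6A and sequenced beside the input RNA, and stretches with more reads in the pull-down than in the input are called as peaks. An m6A IP and an input library were made for each mouse, which gave 8 libraries. The authors deposited 1 peak list per mouse (WT-1, WT-2, KO-1 and KO-2), so replicates were not pooled. Each list gives the position and strand of a peak and the score of the peak caller, which ran from 50.05 to 3233.06 and was used only to rank or filter peaks within a list. The lists hold no read counts, so the depth of the libraries is unknown, and the presence or absence of a peak was compared in place of its level. The paper's text does not name the peak caller or the genome build for MeRIP-Seq. The positions fitted GRCm38, and between 94.4% and 95.9% of the peaks of a list overlapped an exon of a protein-coding gene of GENCODE M21 on the same strand. Each peak was assigned to the gene with the largest exon overlap.
The lists held 6159 peaks in WT-1, 6263 in WT-2, 6378 in KO-1 and 6684 in KO-2, a mean of 6211 ± 73.5 (SD, n = 2) in WT and 6531 ± 216 (SD, n = 2) in KO BMDMs. The difference of 320 peaks could not be told from chance (two-sided exact permutation test, p = 0.333, the smallest that 2 mice against 2 allow), and it was 160.5 among the 50% of peaks with the highest scores, which holds fewer peaks by construction, and 167 without KO replicate 2. Peaks lay on 4263.5 ± 136 genes (SD, n = 2) in WT and 4322 ± 181 genes (SD, n = 2) in KO BMDMs (two-sided exact permutation test, p = 0.667). This difference of 58.5 genes changed sign without WT replicate 1, to -38, and without KO replicate 2, to -69.5. *Mettl3* itself had no peak in any of the 4 lists, so the deleted gene gives no check of the genotypes. The Jaccard index, the bases shared by a pair of lists over the bases in either, was 0.357 for the WT lists, 0.517 for the KO lists and between 0.369 and 0.392 for the 4 pairs of a WT and a KO list. The WT lists thus resembled each other less than any WT list resembled a KO list. The mean index within a genotype was 0.0559 above that between genotypes, and it was the highest of the 3 ways to split the lists into pairs, where no share of splits below 0.333 is possible. Counted as the share of peaks with an overlap of at least 1 bp, the excess was 0.0367.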

To investigate the roles of m6A in macrophage reprogramming, total RNA samples were isolated from WT and KO BMDMs for m6A profiling using m6A-methylated RNA immunoprecipitation sequencing (MeRIP-Seq). The density of m6A peaks increased steadily along the transcript in the CDS and decreased in abundance along the length of the 3′-UTR (Fig. 6a). 

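Peak midpoints were placed on the longest coding transcript of each gene, and between 5382 and 5783 peaks per list could be placed. The CDS held 48.3% ± 1.36 (SD, n = 2) of them in WT and 53.4% ± 1.77 (SD, n = 2) in KO BMDMs. The 3′-UTR held 48.4% ± 1.74 (SD, n = 2) in WT and 42.7% ± 2.64 (SD, n = 2) in KO BMDMs. For both regions the WT and KO lists did not overlap, and p was 0.333 (two-sided exact permutation test). The Wilson 95% interval of a single list, which covers counting error only, was 46.1% to 48.7% for the CDS of WT-2 and 53.3% to 55.9% for that of KO-1, the lists with the lowest and the highest share. It was 48.0% to 50.6% for WT-1 and 50.8% to 53.4% for KO-2, which nearly touch. The 5′-UTR held between 3.03% and 4.53% of the peaks. As a mean of the 4 lists the CDS held 50.9%, and 58.5% of the 50% of peaks with the highest scores. A score of 3100 or more was held by 16.2% of KO-1, 19.5% of KO-2, 10.3% of WT-1 and 13.5% of WT-2 peaks. The difference by genotype was not tested apart from score.
The CDS and the 3′-UTR were each divided into 10 bins of equal length. The last 2 bins of the CDS held more peaks than the first 2 bins in each list, with 615 against 446 peaks in WT-1, 642 against 451 in WT-2, 669 against 565 in KO-1 and 684 against 547 in KO-2. The Benjamini-Hochberg adjusted p of the binomial test, over 8 tests on the 4 lists, was at most 0.00335. Per base in exons of at least 300 bp, the ratio of the last to the first 2 bins was 1.08 in WT-1, 1.11 in WT-2, 0.958 in KO-1 and 0.993 in KO-2, each with a 95% interval that held 1. Over all bases the ratio was 1.31 as a mean of the 4 lists and 1.70 in genes with a single coding transcript. Among the peaks with the highest scores it was 1.18, and the unadjusted p of the binomial test reached 0.355 in a list. The density was 0.211 to 0.288 peaks per kb in bin 1 of the CDS, 0.252 to 0.348 in bins 3 to 9 and 0.416 to 0.446 in bin 10. The first 2 bins of the 3′-UTR held between 4.48 and 6.78 times as many peaks as its last 2 bins, with an adjusted p of at most 6.33e-128.

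**Figure D1:**
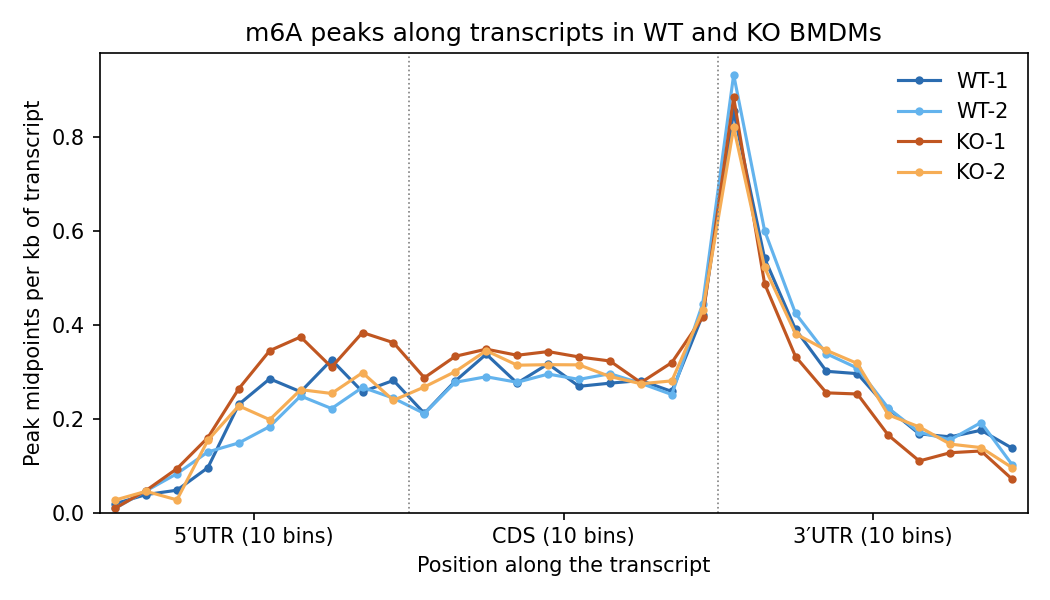
Peak midpoints per kb of transcript (vertical axis) in 10 bins each of the 5′-UTR, CDS and 3′-UTR (horizontal axis), with 1 line for each of the 4 peak lists. In each list the density in the last CDS bin, at 0.416 to 0.446 per kb, exceeds that of CDS bins 3 to 9.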

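The transcript-strand sequence of each peak was searched for GGAC. A window of the same length, drawn from the spliced transcript of the same gene outside all listed peaks, served as the control. GGAC was found in 86.3% of 5113 peaks of WT-1, 87.7% of 5216 peaks of WT-2, 86.8% of 5241 peaks of KO-1 and 87.2% of 5356 peaks of KO-2, against 79.0% to 80.2% of the control windows. The mean was 87.0% ± 1.01 (SD, n = 2) in WT and 87.0% ± 0.253 (SD, n = 2) in KO BMDMs (two-sided exact permutation test, p = 1). The odds ratio against control windows lay between 1.67 and 1.78, with an adjusted p of at most 2.16e-22 in each list (two-sided Fisher's exact test per list, Benjamini-Hochberg over the 4 lists). Peaks of a list are not independent replicates. Among all sequences of 4 bases, GGAC had the highest odds ratio in WT-1, KO-1 and KO-2 and the second highest, after GACT, in WT-2. In the central 200 bp of the peaks it ranked second in WT-1, WT-2 and KO-1 and first in KO-2. The mean odds ratio of 1.71 was 2.03 for the 50% of peaks with the highest scores and 1.39 with shuffled peak sequences as the control.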

Motif searching identified the consensus “GGAC” motif within the m6A sites (Fig. 6b). To characterize potential targets involved in m6A-regulated macrophage polarization, we identified candidate genes with overlap between MAPK pathway-related genes (listed in Supplementary Table 1) with key functions and 70 m6A-downregulated genes. Among these genes, *Spred2*, which was found to have significantly decreased m6A levels (Fig. 6c, d), has been suggested to be a negative regulator controlling ERK signalling^32^. Furthermore, m6A immunoprecipitation (m6A-IP) followed by qRT-PCR confirmed that *Spred2* was an m6A-regulated target gene (Fig. 6e). 

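Peaks of the 4 lists that overlapped by at least 1 bp on the same strand were merged into 12350 regions, of which 2203 had a peak in all 4 lists and 6101 in 1 list only. A peak in both WT lists and in neither KO list was found in 410 regions, and the reverse in 765 regions. Pairing the lists across genotypes gave between 295 and 374 such regions. At the level of genes, 278 had a peak in both WT lists and in neither KO list (lost genes) and 339 the reverse (gained genes), where pairs across genotypes gave between 161 and 253. These names describe listed peaks only. The lists hold no transcript levels, so a change in expression and a change in m6A cannot be told apart. Lost genes numbered 41 when their WT peaks had to be among the 50% with the highest scores. Leaving out 1 list moved them to between 472 (without KO replicate 1) and 1001 (without WT replicate 1), since absence or presence then had to hold in 1 list only. Gained genes moved to between 695 (without WT replicate 2) and 879 (without KO replicate 1), WT-only regions to as many as 2104 (without WT replicate 1) and KO-only regions to as many as 2319 (without KO replicate 1). The fold-change and P value criteria of Fig. 6c need read counts, which the lists do not hold.
Supplementary Table 1 prints 297 symbols, 293 of them distinct, and 290 matched a gene of the annotation. Among the 2820 genes with a peak in both WT lists, 61 were MAPK pathway-related, and 7 of these were lost genes where 6.01 were expected by chance. With a constant added to each count, the odds ratio was 1.26 with a 95% interval of 0.582 to 2.73. The one-sided Fisher's exact test gave p = 0.396, so the lost genes held no detectable excess of MAPK pathway-related genes. The odds ratio was 0.776 without WT replicate 2 and 1.44 against all genes with a peak in any list. It was 1.77 among the 50% of peaks with the highest scores, where 4 of 138 lost genes were MAPK pathway-related and 2.65 expected. Of these 138 genes, 41 were lost genes in the full lists, and 0 of the 41 were MAPK pathway-related where 0.788 were expected. *Spred2* was among the 7 genes. Of the gained genes, 3 were MAPK pathway-related against 7.03 expected (odds ratio 0.456, one-sided Fisher's exact test, p = 0.978). This odds ratio was 1.16 without WT replicate 1 and 0.366 without KO replicate 2. It was 2.83 among the 50% of peaks with the highest scores, where 9 genes were found and 4.00 expected (one-sided Fisher's exact test, p = 0.014, not corrected for the number of alternatives). Of the 183 gained genes in these lists, 36 were gained genes in the full lists, and 1 of the 36 was MAPK pathway-related where 0.787 were expected (one-sided Fisher's exact test, p = 0.553).

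**Figure D2:**
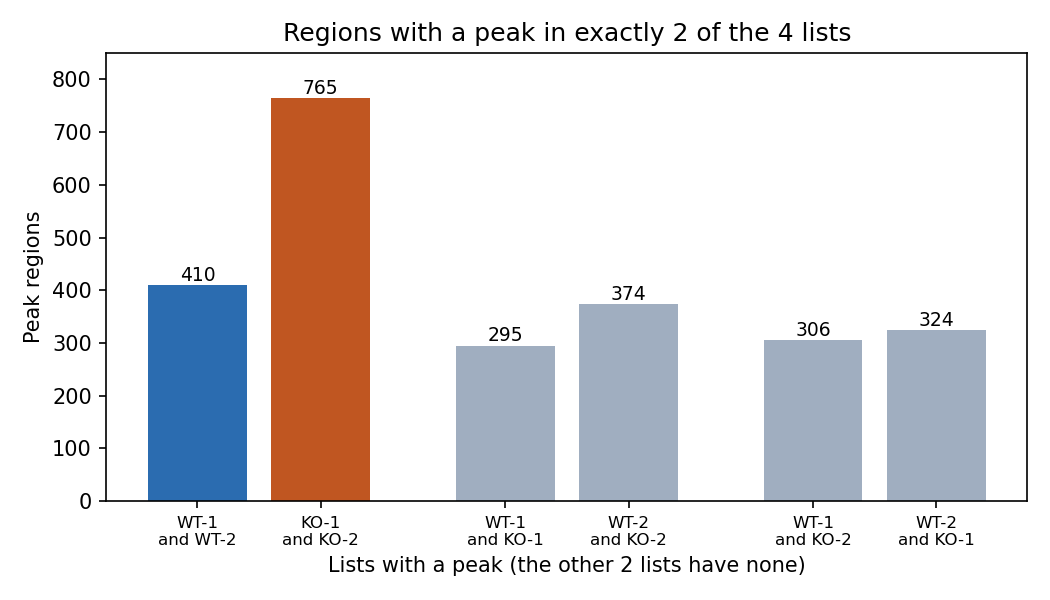
Number of peak regions (vertical axis) with a peak in both lists named under the bar and in neither of the other 2 lists (horizontal axis), for the 3 ways to pair the 4 lists. The bars by genotype stand at 410 for WT and 765 for KO, and the grey bars for pairs across genotypes between 295 and 374.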

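*Spred2* lies on the plus strand of chromosome 11 of GRCm38, from 19924375 to 20024026, and its longest coding transcript has 7 exons. WT-1 had 1 peak on it, from 20018052 to 20018352, which covered 138 bp of CDS in exon 6 and 163 bp outside the exons of this transcript. WT-2 had 2 peaks, both in exon 7. The first, from 20020937 to 20021275, covered 339 bp of the CDS, and the second, from 20021734 to 20022109, covered 376 bp of the 3′-UTR. The WT-1 and WT-2 peaks shared 0 bp. KO-1 and KO-2 had no peak on *Spred2*. The scores of the authors' peak caller were 459.22 in WT-1 and 374.37 and 146.13 in WT-2, at or above 46.6%, 30.7% and 9.85% of the peaks of their lists. None of the 3 peaks was among the 50% with the highest scores, and in lists restricted in this way *Spred2* had 0 peaks in either genotype. With 2 mice per genotype and no read counts, absence of a listed peak is not a measured level of 0.
*Sos2*, on the minus strand of chromosome 12 from 69583766 to 69681852, had 2 peaks each in WT-1, WT-2 and KO-1 and none in KO-2, and it met the criterion for a lost gene without KO replicate 1. *Spred2* met it in the full lists but not among the 50% of peaks with the highest scores. The paper states, with reference to Fig. 6c, d, that the m6A level of *Spred2* was significantly decreased. It also names *Spred2* an m6A-regulated target from m6A-IP with qRT-PCR (Fig. 6e), a measurement that the lists do not hold.

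**Figure D3:**
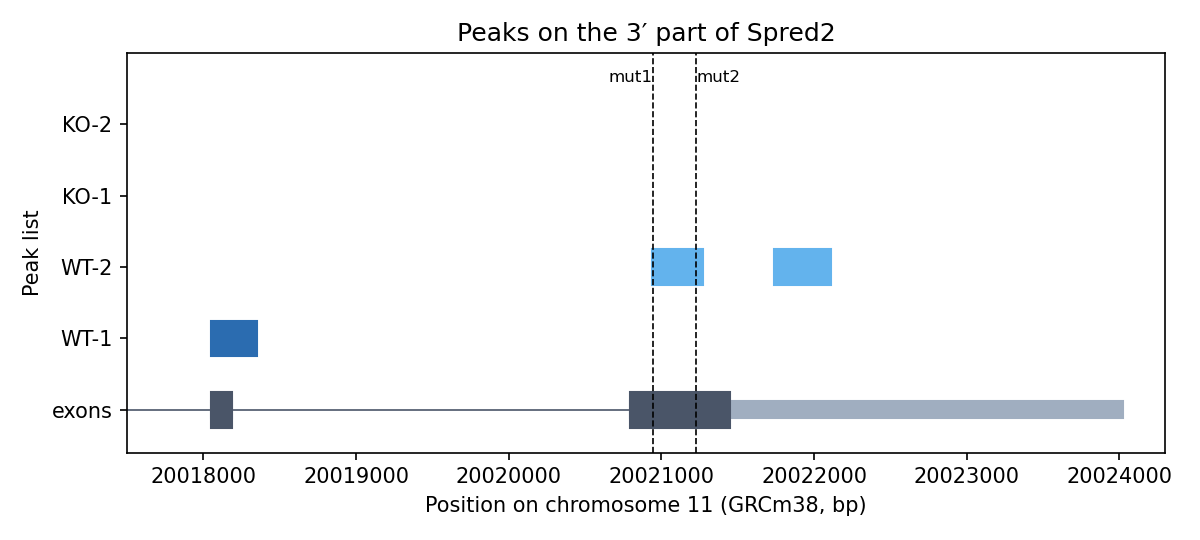
Peaks of the 4 lists (rows) over the last 2 exons of *Spred2* by position on chromosome 11 in bp (horizontal axis). Dark boxes are CDS, the light box is 3′-UTR, and the dashed lines marked mut1 and mut2 are GGAC motifs at 20020943 and 20021228. The rows of KO-1 and KO-2 are empty, and the peaks of WT-1 and WT-2 lie in different exons.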

We next determined that SPRED2 protein expression was decreased in KO BMDMs and TAMs, while the mRNA level was not noticeably altered (Fig. 6f). mRNA decay assays demonstrated that m6A modification did not appreciably affect the decay of *Spred2* (Fig. 6g). We hypothesized that the downregulation of SPRED2 protein expression in *Mettl3*-deficient BMDMs may be due to a difference in protein translation efficiency controlled by YTHDF1, the m6A reader protein that promotes translation of m6A-methylated transcripts^33^. Next, we separated the isolated RNA into the non-translating fraction (<40S), translation initiation fraction (including 40S ribosomes, 60S ribosomes and 80S monosomes) and translation-active polysomes (>80S) from WT and KO BMDMs by polysome profiling (Fig. 6h). qRT-PCR showed that the *Spred2* mRNA level in translation-active polysomes (>80S) of *Mettl3*-deficient BMDMs was significantly lower than that in WT BMDMs (Fig. 6i). Recent studies have shown that promoter-bound METTL3 augments the translation of its target genes^18,34^. We next tested whether METTL3 is recruited to the *Spred2* promoter and affects *Spred2* expression. For this, we used a reporter system consisting of a plasmid harbouring *Spred2* promoter fragments upstream of the firefly luciferase gene. The results showed that neither wild-type METTL3 (WT METTL3) nor a catalytically dead mutant of METTL3 (mut METTL3; residues 395–398: DPPW → APPA) could influence the luciferase activity (Supplementary Fig. 11a). To directly address the requirement for the catalytic activity of METTL3 for the translation of SPRED2, we overexpressed WT METTL3 or mut METTL3 in BMDMs. The results demonstrated that overexpression of WT METTL3 but not overexpression of mut METTL3 promoted the translation of SPRED2 (Supplementary Fig. 11b). The results indicated that the catalytic activity of METTL3 played a vital role in SPRED2 translation independent of promoter binding. To investigate whether m6A methylation in the CDS can regulate the expression of SPRED2, we analysed the conserved m6A motifs of *Spred2* in humans and mice and mutated the two potentially conserved m6A motifs GGAC to GCTC independently (*Spred2*-CDS mut1 or *Spred2*-CDS mut2) or simultaneously (*Spred2*-CDS mut1/2). Our data showed that the SPRED2 level was reduced with *Spred2*-CDS mut2 and *Spred2*-CDS mut1/2 but not with *Spred2*-CDS mut1, which indicated that the m6A motif in *Spred2*-CDS mut2 was the main site for expression regulation (Fig. 6j, k). Furthermore, RNA-IP analysis indicated that the binding between YTHDF1 and *Spred2* was significantly decreased in *Mettl3*-deficient BMDMs compared with WT BMDMs (Fig. 6l).

**Fig. 6:**
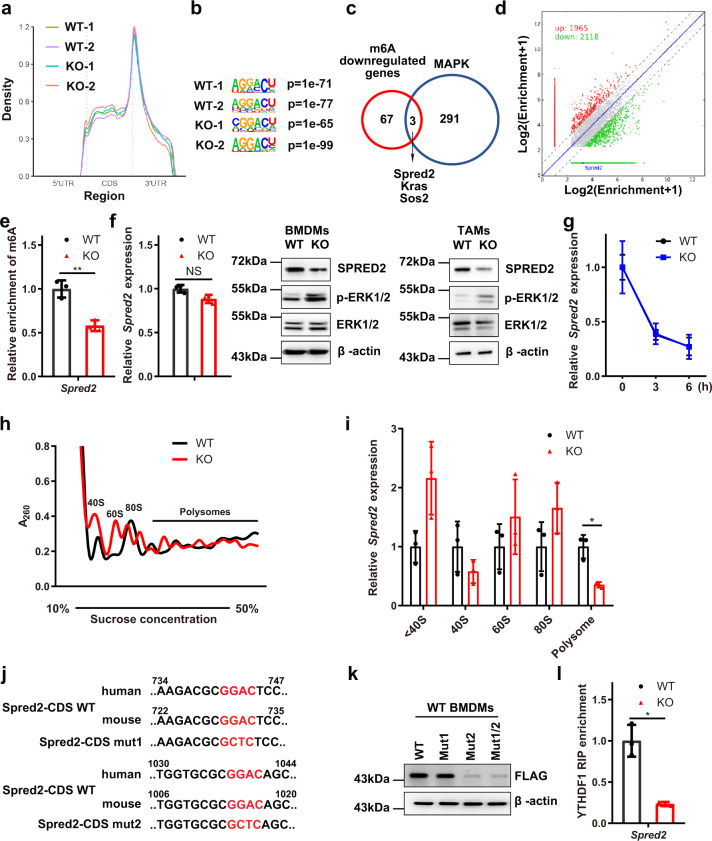
Loss of METTL3 impairs the YTHDF1-mediated translation of SPRED2. **a** Metagene profiles of the m6A distribution across the transcriptome in WT and KO BMDMs. **b** Consensus sequence motif for m6A methylation identified in WT and KO BMDMs. **c** Overlap between m6A-downregulated genes (fold-change >4 and *P* value < 0.00001) in BMDMs and MAPK pathway-related functional genes. **d** Scatter plots showing m6A-related changes in cellular transcript levels in KO BMDMs versus WT BMDMs. **e** m6A enrichment in *Spred2* mRNA in WT and KO BMDMs, as determined by m6A-RIP-qPCR. *n* = 3 independent experiments. **f** qRT-PCR (left panel) of SPRED2 expression in WT and KO BMDMs (*n* = 3 mice per group). The expression of SPRED2 in BMDMs (middle panel) and TAMs (right panel) was determined by immunoblotting. The blots are representative of *n* = 3 independent experiments. **g** *Spred2* mRNA stability in WT and KO BMDMs treated with actinomycin D at the indicated times determined by qRT-PCR (*n* = 3 mice per group). **h** A representative polysome gradient profile for WT and KO BMDMs. **i** Analysis of *Spred2* mRNA in the non-ribosomal fraction (<40S), 40S, 60S, 80S and polysomes of KO BMDMs compared to those of control cells. *n* = 3 independent experiments. **j** Schematic representation of mutations in the conserved coding sequence (CDS) for the investigation of the roles of m6A in SPRED2 expression. **k** FLAG-SPRED2-CDS WT, FLAG-SPRED2-CDS mut1, FLAG-SPRED2-CDS mut2 or FLAG-SPRED2-CDS mut1/2 was transfected into BMDMs for 24 h. Protein expression was measured by western blotting. The blots are representative of *n* = 3 independent experiments. **l** RNA immunoprecipitation (RIP) analysis of the interaction of *Spred2* mRNA transcripts with YTHDF1 in WT and KO BMDMs. Enrichment of *Spred2* was measured by qRT-PCR. *n* = 3 independent experiments. Data are means ± SD. *P* values were determined by hypergeometric test (**b**) and two-tailed *t*-test (**c**, **e**–**g**, **i** and **l**). *P ≤ 0.05 and **P < 0.01. NS (non-significant) means *P* > 0.05. The source data are provided as a Source data file.

To confirm the roles of YTHDF1 in m6A-regulated SPRED2 expression, we knocked down the expression of YTHDF1 in BMDMs. The results showed that YTHDF1 knockdown attenuated the expression of SPRED2 in BMDMs, accompanied by increased ERK, NF-κB and STAT3 phosphorylation (Supplementary Fig. 12a). qRT-PCR analysis showed that the expression of *Tnf-α*, *Il-6*, *Arg1* and *Ccl22* increased upon YTHDF1 knockdown (Supplementary Fig. 12b-e). Furthermore, SPRED2 knockdown in BMDMs resulted in upregulation of ERK, NF-κB and STAT3 phosphorylation (Supplementary Fig. 12f), accompanied by increased expression of *Tnf-α*, *Il-6*, *Arg1* and *Ccl22* (Supplementary Fig. 12g-j). Overall, we found that loss of *Mettl3* in BMDMs led to a reduction in the YTHDF1-mediated translation of SPRED2 and upregulation of ERK, NF-κB and STAT3 phosphorylation.

### Mettl3 depletion in myeloid cells impairs PD-1 blockade therapeutic efficacy in B16 melanoma

To evaluate the potential of targeting METTL3 to activate antitumour responses, we tested anti-PD-1 therapy in B16 tumour metastasis models. As expected, we found that B16 tumours were less responsive to anti-PD-1 therapy in KO mice, which exhibited greatly increased tumour growth and lung metastasis and shortened survival (Fig. 7a–f). This implied that *Mettl3*-deficient myeloid cells contributed to B16 tumour resistance to anti-PD-1 therapy.

**Fig. 7:**
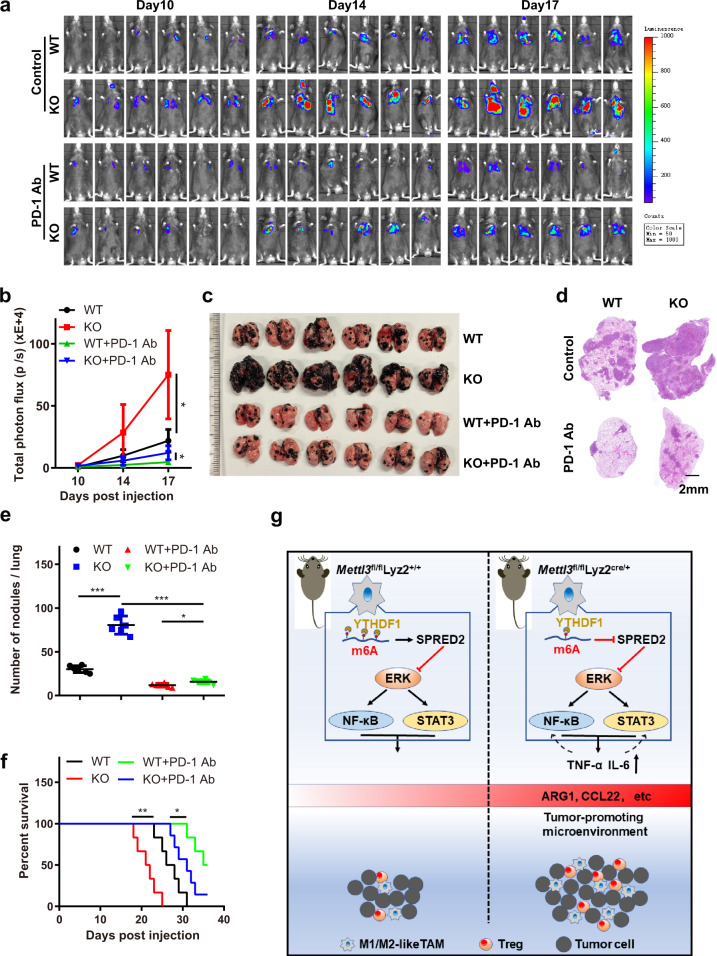
*Mettl3* depletion in macrophages impairs PD-1 blockade therapeutic efficacy in B16 tumours. **a**–**f** B16 cells were intravenously injected into WT and KO mice. An anti-PD-1 Ab was injected on days 0, 3, 6, 9, 12. Bioluminescence was measured at the indicated time points, and representative images are shown (**a**) and were quantified (**b**) (*n* = 6 mice per group). Lungs were dissected and photographed (**c**), and representative HE staining images of lung sections are shown (**d**). Lung metastatic nodules (**e**) (*n* = 6 mice per group) and overall survival (**f**) were observed (WT, KO or WT + PD-1 Ab group, *n* = 6 mice; KO + PD-1 Ab group, *n* = 7 mice). **g** Schematic showing that *Mettl3* ablation in myeloid cells impairs the translation of SPRED2 mediated by YTHDF1, which facilitates tumour progression by regulating cytokine responses and enhancing tumour-promoting macrophage and Treg infiltration. Data are shown as the mean ± SD. *P* values were determined by a two-tailed *t*-test (**b**, **e**) and the Gehan–Breslow–Wilcoxon test (**f**). *P ≤ 0.05, **P < 0.01 and ***P < 0.001. The source data are provided as a Source data file.

## Discussion

Macrophages were the first “immune” cells to appear in evolution and are present in virtually all tissues^35^. However, macrophages are also an enigma. To date, the macrophage field has arrived at a partial consensus on the description of the broad grouping of macrophage activation phenotypes^36–38^. However, the use of the terms M1 and M2 remains controversial because of the lack of tightly defined criteria to score phenotypes. In our study, we found that the expression of M1-associated genes (*Tnf-α* and *Il-6*) and M2-associated genes (*Arg1*) was significantly increased in *Mettl3*-deficient BMDMs, accompanied by increased NF-κB and STAT3 phosphorylation. Our data are consistent with a previous report demonstrating that METTL3 significantly attenuates the LPS-induced inflammatory response in macrophages^39^ but seemingly contradict another study showing that METTL3 facilitates M1 macrophage polarization^40^. In addition, we identified *Spred2* as an m6A target gene. METTL3 depletion attenuated the translation of SPRED2 mediated by YTHDF1. Previous studies have shown that *Spred2*-knockout mice have more infiltrating macrophages with an M1 phenotype in mesenteric white adipose tissue^41^ and produce significantly higher levels of inflammatory cytokines^42^, which seems to partly differ from our results. The results also indicate that the dynamic plasticity of macrophages is regulated by the local microenvironment, which makes it possible to target macrophages for disease therapy. Inflammatory cytokines are part of the immune response that either increase or decrease inflammation. TNF is important in innate immunity, inflammation and host defence against microbial pathogens^43^. Classical inflammatory activation of cells by TNF is mediated by canonical NF-κB signalling. TNF also has potent paradoxical anti-inflammatory functions that limit inflammation-associated toxicity^44^. IL-6 has dual functions in the immune system: it exerts a pro-inflammatory effect^45^ or an anti-inflammatory^46^ effect depending on the local immune microenvironment. Recent evidence suggests that IL-6 is a central player linking chronic inflammation to cancer by driving tumour initiation and subsequent growth and metastasis^47^. Our work demonstrated that METTL3-dependent signalling led to activation of NF-κB and STAT3, which in turn caused autocrine TNF-α/IL-6-induced activation of NF-κB and STAT3. Moreover, TNF-α derived from TAMs could stimulate tumour cells to release IL-6, contributing to STAT3 activation in TAMs.

Specific subsets of immune cells have been identified as key drivers of neoplastic progression, such as TAMs, MDSCs and Tregs^47^. Different lymphocytes traffic into the tumour microenvironment and modulate antitumour immune responses. Our results demonstrated that the percentages of M1/M2-like TAMs and Tregs were significantly increased in tumours from KO mice, which might establish a beneficial context for tumour growth and metastasis. In the tumour microenvironment, chemokines can be expressed by tumour cells and other cells to recruit different subsets of immune cells. We found that *Mettl3*-deficient TAMs expressing relatively high levels of CCL22 were responsible for Treg recruitment within the complex tumour microenvironment. Treg depletion abrogated the enhanced tumour growth and metastasis observed in *Mettl3*-deficient mice. Numerous studies have shown that TAMs suppress T-cell function. This was often thought to relate to ARG1 expression by TAMs leading to more metabolism of l-arginine, which is necessary for T-cell fitness and antitumour activity^48,49^. Genetic ablation of *Arg1* in the myeloid compartment of tumour-bearing mice was shown to reduce tumour growth, indicative of an immunosuppressive role for ARG1 in vivo^50,51^. Our results showed that the expression of ARG1 was markedly upregulated in *Mettl3*-deficient myeloid cells, enhancing tumour growth and metastasis. In addition, we found that the percentages of Th1 cells (CD4^+^IFN-γ^+^) and IFN-γ^+^CD8^+^ cells were reduced in tumours from KO mice. Together, these data demonstrated that METTL3 deficiency in macrophages contributed to the formation of an immunosuppressive microenvironment, including increased Treg infiltration and reduced Th1 cells and IFN-γ^+^CD8^+^ cells, and subsequently facilitated tumorigenesis.

Lyz2-cre has been extensively applied to characterize the systemic functions of endogenous macrophages. However, in addition to affecting monocytes and mature macrophages, Lyz2-cre also caused METTL3 depletion in most granulocytes and a small number of CD11c^+^ dendritic cells (DCs) in mice^52^. ScRNA-seq results revealed that fewer granulocytes infiltrated into tumours from KO mice than those from WT mice and the infiltration of DCs did not seem to be affected. Therefore, the involvement of granulocytes and DCs in the tumour microenvironment still needs to be further explored in the future. In summary, our findings reveal a non-cell-intrinsic, tumour-suppressing function for METTL3, as ablation of METTL3 in macrophages leads to tumour expansion and metastasis. Our work support further exploring the m6A regulatory pathway in macrophages to clarify the immune regulation of solid tumours. However, we could not exclude the effect of chromosome-associated regulatory RNAs (carRNAs) methylation mediated by METTL3^53^. In addition, acute inhibition of METTL3 in adult could be different comparing to studies of KO mice here. Further mechanistic studies in this area may provide additional insights into the m6A regulatory pathway in macrophages for clinical intervention.

## Methods

### Mice

Mice with floxed *Mettl3* were generated by Beijing Biocytogen Co., Ltd. Lyz2-Cre mice (catalogue 004781, The Jackson Laboratory) were crossed with floxed *Mettl3* mice to generate *Mettl3*^fl/fl^Lyz2^+/+^ (WT) and *Mettl3*^fl/fl^Lyz2^cre/+^ (KO) mice. All experimental mice were bred and maintained under specific pathogen-free conditions, fed standard laboratory chow, and kept on a 12-h light/dark cycle and temperature and humidity were kept at 22 ± 1 °C, 55% ± 5%. All mice were on the C57BL/6 genetic background, maintained in individual cages and used between 6 and 12 weeks of age. Co-housed Cre-negative littermate mice were used as control animals in all experiments. All animal experiments were approved by the Animal Experiment Administration Committee of Fourth Military Medical University.

### Cell culture

The mouse cell lines B16 and LLC were obtained from the American Type Cell Culture Collection (ATCC). All cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) supplemented with 10% foetal bovine serum (FBS, Gibco). Cells were incubated at 37 °C with 5% CO_2_.

### Inhibitors and transfection

The NF-κB inhibitor BAY-11-7082 and STAT3 inhibitor S3I-201 were obtained from Selleck. For siRNA transfection, cells were seeded one day before transfection. Transfection was performed at ~60% confluence using Lipofectamine RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s instructions. The siRNA duplex oligonucleotides used are listed in Supplementary Table 2.

### Bone marrow-derived macrophage (BMDM) differentiation and polarization

The murine bone marrow-derived macrophages (BMDMs) used in morphological and transcriptional assays to assess polarization were isolated and derived as previously described^54^ with some modifications. Briefly, bone marrow was extracted from the femurs and tibias of C57BL/6 mice, and red blood cells were lysed. The resultant bone marrow cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS, 100 U/mL penicillin and 100 mg/mL streptomycin in the presence of 40 ng/mL M-CSF for 7 days prior to treatment. BMDMs were stimulated with 50 ng/ml LPS and 40 ng/ml IFN-γ or 40 ng/ml IL-4 (PeproTech) separately for 24 h to obtain M1 or M2 macrophages, respectively. Conditioned medium from B16 or LLC cells was used to stimulate BMDMs to generate TAMs in vitro.

### Flow cytometry and cell sorting

Tissues or tumours were excised from host mice, minced, digested with 10 U/mL collagenase I (Gibco) and 30 U/mL DNase I in RPMI medium for 60 min at 37 °C, and filtered through a 40-μm nylon filter (BD Biosciences) to obtain single-cell suspensions. After the red blood cells were lysed, the remaining cells were washed twice with complete RPMI medium and stained with antibodies specific for surface markers. The following Abs were purchased from BD Biosciences: anti-CD11b-PE-Cy7 (1:100, M1/70), anti-Gr1-FITC (1:100, RB6-8C5), anti-CD25-PE-Cy7 (1:100, PC61), anti-F4/80-APC (1:100, T45-2342), anti-F4/80-PE (1:100, T45-2342), anti-CD3-FITC (1:100, 17A2), anti-CD4-APC (1:100, RM4-5), anti-CD4-FITC (1:100, RM4-5), and anti-CD8a-PE (1:100, 53-6.7). For intracellular staining, cells were fixed; permeabilized with Fixation and Permeabilization Solution (BD Biosciences); washed three times; stained with anti-IFN-γ-Alexa Fluor 647 (1:100, XMG1.2), anti-Il-4-PE (1:100, 11B11), anti-Foxp3-PE (1:100, R16-715), anti-IL-10-PE (1:100, JES5-16E3), and anti-IL-12-FITC (1:100, C15.6) antibodies from BD Biosciences and anti-NOS2-APC (1:100, CXNFT) and anti-ARG1-Alexa Fluor 488 (1:100, A1exF5) antibodies from eBioscience for 0.5 h in the dark at 4 °C; and then subjected to flow cytometry analysis. Data were analysed with FlowJo software.

For TAM sorting, single cells prepared as described above were incubated with Fc-blocker and then stained with an APC-conjugated anti-F4/80 Ab (1:100, BD Biosciences, T45-2342) and a PE-Cy7-conjugated CD11b Ab (1:100, BD Biosciences, M1/70), followed by FACS to obtain TAMs.

### Arginase enzymatic activity

The enzymatic activity of arginase was determined using the Arginase Activity Assay Kit (MAK112, Sigma) according to the manufacturer’s protocol.

### ELISA and western blotting

For ELISA analysis, the indicated culture medium was collected, and the secreted levels of CCL22, IL-10, IL-6 and TNF-α were measured with ELISA kits according to the manufacturer’s instructions.

For western blot analysis, cells were harvested and lysed with RIPA buffer. The protein concentration was determined using a BCA kit. Samples were separated on 10% SDS-PAGE gels and blotted onto nitrocellulose membranes (Millipore). The following primary antibodies were incubated with the membranes at the indicated dilution: anti-ARG1 (1:1000, 93668, Cell Signaling Technology), anti-p-ERK1/2 (1:1000, 4370, Cell Signaling Technology), anti-ERK1/2 (1:1000, 4695, Cell Signaling Technology), anti-phosphorylated NF-κB p65 (S536) (1:1000, 3033, Cell Signaling Technology), anti-NF-κB p65 (1:1000, 8242, Cell Signaling Technology), anti-p-STAT3 (Y705) (1:1000, 9145, Cell Signaling Technology), anti-STAT3 (1:1000, 9139, Cell Signaling Technology), anti-METTL3 (1:1000, 195352, Abcam), anti-YTHDF1 (1:1000, 17479-1-AP, Proteintech), anti-SPRED2 (1:1000, S7320, Sigma) and anti-β-actin (1:5000, A5441, Sigma). The membranes were incubated with primary antibodies at 4 °C overnight, washed three times with TBST and then incubated with HRP-conjugated anti-mouse IgG (1:10,000, 7076, Cell Signaling Technology) or anti-rabbit IgG (1:10,000, 7074, Cell Signaling Technology) diluted in TBST containing 1% non-fat milk at room temperature for 1 h. After final washing with TBST, the membranes were developed by using ECL and visualized using a Tanon 5500.

### Immunohistochemistry

Mouse lungs and tumours were fixed in formalin, embedded, sectioned, and stained with HE or the indicated antibody as previously described^55^. The antibodies used were specific for CD3 (1:100, 5690, Abcam), CD4 (1:100, 183685, Abcam), CD8 (1:100, 98941, Cell Signaling Technology), FoxP3 (1:100, 12653, Cell Signaling Technology), F4/80 (1:100, 6640, Abcam), NOS2 (1:100, 15323, Abcam) and CD206 (1:100, 64693, Abcam). Sections were visualized, and images were acquired using a microscope (Olympus).

### Chromatin immunoprecipitation assay

Chromatin immunoprecipitation analysis of p-STAT3 was performed using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technology) according to the manufacturer’s instructions. The primer sequences used for ChIP analysis are listed in Supplementary Table 3.

### Quantitative real-time PCR

Total RNA was isolated from cells using TRIzol (Thermo Fisher Scientific). For qRT-PCR analyses of mRNAs, first-strand cDNA was synthesized using a PrimeScript qRT-PCR kit (Takara). The expression levels of target genes were examined with specific primers. The primers used are listed in Supplementary Table 3.

### Single-cell RNA seq (scRNA-seq) analysis

Tumours from WT or KO mice were digested and stained with an anti-CD45 antibody and 7-AAD. Live CD45+ cells were sorted by flow cytometry, washed, mixed with 10X Genomics Chromium single-cell RNA master mix and loaded onto a 10X Chromium chip to obtain single-cell cDNA following the manufacturer’s protocol. Libraries were subsequently prepared and sequenced on an Illumina NovaSeq 6000 instrument (Genergy Inc.).

Data were demultiplexed using CellRanger software based on 10X sample indexes, and paired-end FASTQ files were generated. Low-quality cells, doublets and potentially dead cells were removed. Cells with reads comprising less than or equal to 10% mitochondrial genes and more than or equal to 200 detected genes were collected for subsequent analyses. The reads were aligned to the mouse UCSC mm10 reference genome. Normalization, dimensionality reduction and clustering of single cells were also performed by Seurat. t-distributed stochastic neighbour embedding (t-SNE) was used for data visualization in two dimensions by using the top 30 significant principal components. Differentially expressed genes between each group of cells and the other groups of cells were identified by the Seurat-Bimod statistical test. The TopGO R package was used for Gene Ontology enrichment analysis for these significant differentially expressed genes. KEGG pathway enrichment analysis was performed using the hypergeometric test in R. Significantly enriched GO terms and KEGG pathways were also selected with the threshold *P*-value ≤ 0.05.

### m6A sequencing and quantification of mRNA methylation with m6A-IP and RT-qPCR (meRIP-qPCR)

Total RNA was isolated from cells using TRIzol (Thermo Fisher Scientific). Then, m6A sequencing was performed (CloudSeq Biotech, Shanghai, China). For meRIP-qPCR, poly (A) + mRNA was isolated using the Dynabeads mRNA Direct Purification Kit (61012, Thermo Fisher Scientific). We used 2 μg of purified RNA for m6A-containing mRNA enrichment using the Magna MeRIP m6A Kit (17-10499, Millipore), and the RNA was purified according to the manufacturer’s protocol. The resultant final product was used for qRT-PCR. The primers used for testing *Spred2* mRNA levels are listed in Supplementary Table 3.

### RNA methylation quantification

mRNA was isolated using the Dynabeads mRNA Direct Purification Kit (61012, Thermo Fisher Scientific). The methylation of the purified mRNA was quantified using the EpiQuik m6A RNA Methylation Quantification Kit (P-9005, EpiGentek) according to the manufacturer’s protocol.

### RNA immunoprecipitation-qPCR (RIP-qPCR)

This procedure was performed according to a protocol in a previously published report^26^. BMDMs were washed twice with PBS and lysed in lysis buffer (150 mM KCl, 10 mM HEPES pH 7.6, 2 mM EDTA, 0.5% NP-40, 0.5 mM dithiothreitol (DTT), 1:100 protease inhibitor cocktail and 400 U/ml RNase inhibitor). The cell lysates were centrifuged. A 50-μl aliquot of cell lysate was saved as the input, and the remaining sample was incubated with 20 µl of protein A beads previously bound to an IgG antibody or anti-YTHDF1 antibody (Proteintech) for 4 h at 4 °C. The beads were washed two times with wash buffer (50 mM Tris, 200 mM NaCl, 2 mM EDTA, 0.05% NP-40, 0.5 mM DTT, and an RNase inhibitor). RNA was eluted from the beads with 50 μl of RLT buffer and purified with Qiagen RNeasy columns. RNA was eluted in 100 µl of RNase-free water and reverse transcribed into cDNA using a PrimeScript qRT-PCR kit (Takara) according to the manufacturer’s instructions. The fold enrichment was detected by qRT-PCR. The primers used for testing *Spred2* mRNA levels are listed in Supplementary Table 3.

### Mouse tumour experiments

For tumour challenge experiments, 1 × 10^6^ LLC or B16 cells were injected subcutaneously into the back of age- and sex-matched mice. In the tumour cell and macrophage mixed culture model, BMDMs (2.5 × 10^5^) were mixed with B16 or LLC cells (1 × 10^6^) in 200 µL of PBS and co-injected subcutaneously into 6- to 8-week-old WT C57BL/6 mice. Tumour size was measured after injection. Tumour volume was calculated by using the following formula: *V* (mm^3^) = *a* × *b*^2^/2, where a and b indicate the long and short diameters, respectively. Tumours were then dissociated and subjected to IHC and FACS analyses. For survival studies, tumours were harvested when they reached 1.5 cm in any direction.

For the lung metastasis model, 2.5 × 10^5^ LLC cells or B16-luciferase cells in 200 µl of PBS were injected intravenously into mice. Mice bearing B16 tumours were monitored with an In Vivo Imaging System for fluorescence detection following substrate (D-luciferin) injection and anaesthetization with isoflurane. Data were analysed with LivingImage software.

### In vivo treatment

For Treg depletion, mice were injected via the tail vein with 250–500 µg of anti-CD25 (PC-61, BioXCell) monoclonal antibody following a protocol published previously^56^ with modifications. The anti-CD25 antibody was injected intravenously on days −2, 1, 4, 7 and 11. Harvested tumours were processed into single-cell suspensions with 1 mg/ml collagenase, 2.5 U/ml hyaluronidase and 0.1 mg/ml DNase.

For in vivo cancer therapy, B16 tumour-bearing mice were treated intravenously with an anti-PD-1 antibody (3 mg/kg, RMP1-14, BioXCell) on days 0, 3, 7, 11 and 15. Tumour volume and mouse survival were monitored following therapy.

### Macrophage depletion with clodronate liposomes

Macrophages were depleted using clodronate liposomes. In brief, macrophage depletion was performed by intravenous injection of 1 ml of liposomes per 100 g 48 h before the experiment. The mice were then injected with B16 cells (2.5 × 10^5^). Three injections of clodronate were given with a 3-day interval between each injection. Macrophage depletion was confirmed in pilot studies using flow cytometry.

### EdU injection

A stock solution of 10 mg/ml EdU (Sigma) was prepared in a normal saline solution (0.9%). For experiments, EdU (50 mg/kg) was injected intraperitoneally into mice, and tumour tissues were analysed after 2 days.

### mRNA stability analysis

To assess mRNA stability, BMDMs were treated with actinomycin D (Sigma) at a final concentration of 5 μg/mL for 0, 3 or 6 h. The cells were collected, and RNA samples were extracted for reverse transcription. mRNA transcript levels of interest were detected by qRT-PCR.

### Polysome profiling analysis

Polysome profiling analysis was performed as previously published^57^. BMDMs were treated with cycloheximide (0.1 mg/mL) for 3 min at room temperature to arrest and stabilize polysomes, washed with cold PBS, and then lysed in a cold room with 1 mL of polysome lysis buffer (0.3 M NaCl; 15 mM MgCl_2_.6H_2_O; 15 mM Tris-HCl, pH 7.4) supplemented with 10 µl of Triton X-100 (1% [v/v] final), 1 µl of 100 mg/ml cycloheximide (CHX) in DMSO (0.1 mg/ml final) and RNasin. The cell lysates were centrifuged at 17,000 × *g* for 15 min. The supernatants were fractionated with 10–50% sucrose gradients by centrifugation (200,000 × *g* for 1.5 h) in a Beckman ultracentrifuge. Each fraction of the density gradients was collected, and the absorbance was monitored at 260 nm. Ribosomal RNA content measured at 260 nm was plotted against the fraction number to obtain the polysome profile of each sample. RNA from each fraction was isolated and reverse transcribed. cDNA templates were amplified using real-time PCR analysis for polysome abundance on *Spred2* mRNA transcripts.

### Statistics and reproducibility

No statistical method was used to predetermine the sample size. Mice were assigned at random to treatment groups for all mouse studies and, where possible, mixed among cages. No mice were excluded from experiments. Blinded staining and blinded analysis were performed for IHC experiments. The data from independent experiments are shown as the mean ± SD. *P* values were calculated using two-sided *t*-tests by Microsoft excel 2016. For survival curves, the Gehan–Breslow–Wilcoxon test was used. Differences were considered statistically significant at *P ≤ 0.05, **P < 0.01 and ***P < 0.001. NS (non-significant) means *P* > 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The raw data from the MeRIP-Seq analysis of WT and KO BMDMs have been deposited in the Gene Expression Omnibus database under the accession code GEO: GSE146140. The scRNA-seq data analysed in this study are available under the accession identifier GSE159156. The remaining data are available within the Article, Supplementary Information or available from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Viola A, Sarukhan A, Bronte V, Molon B (2012). The pros and cons of chemokines in tumor immunology. Trends Immunol..

[2] Li J (2018). Tumor cell-intrinsic factors underlie heterogeneity of immune cell infiltration and response to immunotherapy. Immunity.

[3] Curiel TJ (2004). Specific recruitment of regulatory T cells in ovarian carcinoma fosters immune privilege and predicts reduced survival. Nat. Med..

[4] Facciabene A (2011). Tumour hypoxia promotes tolerance and angiogenesis via CCL28 and T(reg) cells. Nature.

[5] Amit I, Winter DR, Jung S (2016). The role of the local environment and epigenetics in shaping macrophage identity and their effect on tissue homeostasis. Nat. Immunol..

[6] Church SE, Galon J (2015). Tumor microenvironment and immunotherapy: the whole picture is better than a glimpse. Immunity.

[7] Colegio OR (2014). Functional polarization of tumour-associated macrophages by tumour-derived lactic acid. Nature.

[8] Noy R, Pollard JW (2014). Tumor-associated macrophages: from mechanisms to therapy. Immunity.

[9] Mantovani A, Marchesi F, Malesci A, Laghi L, Allavena P (2017). Tumour-associated macrophages as treatment targets in oncology. Nat. Rev. Clin. Oncol..

[10] Condeelis J, Pollard JW (2006). Macrophages: obligate partners for tumor cell migration, invasion, and metastasis. Cell.

[11] Wei W, Ji X, Guo X, Ji S (2017). Regulatory role of N(6)-methyladenosine (m(6)A) methylation in RNA processing and human diseases. J. Cell. Biochem..

[12] Zheng G (2013). ALKBH5 is a mammalian RNA demethylase that impacts RNA metabolism and mouse fertility. Mol. Cell.

[13] Yoon KJ (2017). Temporal control of mammalian cortical neurogenesis by m(6)A methylation. Cell.

[14] Haussmann IU (2016). m(6)A potentiates *Sxl* alternative pre-mRNA splicing for robust *Drosophila* sex determination. Nature.

[15] Lence T (2016). m(6)A modulates neuronal functions and sex determination in *Drosophila*. Nature.

[16] Batista PJ (2014). m(6)A RNA modification controls cell fate transition in mammalian embryonic stem cells. Cell Stem Cell.

[17] Wang Y (2014). N6-methyladenosine modification destabilizes developmental regulators in embryonic stem cells. Nat. Cell Biol..

[18] Lin S, Choe J, Du P, Triboulet R, Gregory RI (2016). The m(6)A methyltransferase METTL3 promotes translation in human cancer cells. Mol. Cell.

[19] Liu J, Eckert MA (2018). m(6)A mRNA methylation regulates AKT activity to promote the proliferation and tumorigenicity of endometrial cancer. Nat. Cell Biol..

[20] Zhang C (2016). Hypoxia induces the breast cancer stem cell phenotype by HIF-dependent and ALKBH5-mediated m(6)A-demethylation of NANOG mRNA. Proc. Natl Acad. Sci. USA.

[21] Visvanathan A (2018). Essential role of METTL3-mediated m(6)A modification in glioma stem-like cells maintenance and radioresistance. Oncogene.

[22] Zhang S (2017). m(6)A demethylase ALKBH5 maintains tumorigenicity of glioblastoma stem-like cells by sustaining FOXM1 expression and cell proliferation program. Cancer Cell.

[23] Li Z (2017). FTO plays an oncogenic role in acute myeloid leukemia as a N(6)-methyladenosine RNA demethylase. Cancer Cell.

[24] Vu LP (2017). The N(6)-methyladenosine (m(6)A)-forming enzyme METTL3 controls myeloid differentiation of normal hematopoietic and leukemia cells. Nat. Med..

[25] Ma JZ (2017). METTL14 suppresses the metastatic potential of hepatocellular carcinoma by modulating N(6) -methyladenosine-dependent primary MicroRNA processing. Hepatology.

[26] Han D (2019). Anti-tumour immunity controlled through mRNA m(6)A methylation and YTHDF1 in dendritic cells. Nature.

[27] Li HB (2017). m(6)A mRNA methylation controls T cell homeostasis by targeting the IL-7/STAT5/SOCS pathways. Nature.

[28] Pan W (2017). The DNA methylcytosine dioxygenase Tet2 sustains immunosuppressive function of tumor-infiltrating myeloid cells to promote melanoma progression. Immunity.

[29] Faget J (2011). Early detection of tumor cells by innate immune cells leads to T(reg) recruitment through CCL22 production by tumor cells. Cancer Res..

[30] Terzic J, Grivennikov S, Karin E, Karin M (2010). Inflammation and colon cancer. Gastroenterology.

[31] Kumar V (2016). CD45 phosphatase inhibits STAT3 transcription factor activity in myeloid cells and promotes tumor-associated macrophage differentiation. Immunity.

[32] Ullrich M (2018). OCD-like behavior is caused by dysfunction of thalamo-amygdala circuits and upregulated TrkB/ERK-MAPK signaling as a result of SPRED2 deficiency. Mol. Psychiatry.

[33] Zhao BS, Roundtree IA, He C (2017). Post-transcriptional gene regulation by mRNA modifications. Nat. Rev. Mol. Cell Biol..

[34] Barbieri I (2017). Promoter-bound METTL3 maintains myeloid leukaemia by m(6)A-dependent translation control. Nature.

[35] Buchmann K (2014). Evolution of innate immunity: clues from invertebrates via fish to mammals. Front. Immunol..

[36] Ginhoux F, Schultze JL, Murray PJ, Ochando J, Biswas SK (2016). New insights into the multidimensional concept of macrophage ontogeny, activation and function. Nat. Immunol..

[37] Martinez FO, Gordon S (2014). The M1 and M2 paradigm of macrophage activation: time for reassessment. F1000Prime Rep..

[38] Murray PJ (2014). Macrophage activation and polarization: nomenclature and experimental guidelines. Immunity.

[39] Wang J, Yan S, Lu H, Wang S, Xu D (2019). METTL3 attenuates LPS-induced inflammatory response in macrophages via NF-κB signaling pathway. Mediators Inflamm..

[40] Liu Y (2019). The N(6)-methyladenosine (m(6)A)-forming enzyme METTL3 facilitates M1 macrophage polarization through the methylation of STAT1 mRNA. Am. J. Physiol. Cell Physiol..

[41] Ohkura T (2019). Spred2 regulates high fat diet-induced adipose tissue inflammation, and metabolic abnormalities in mice. Front. Immunol..

[42] Itakura J (2017). Spred2-deficiecy protects mice from polymicrobial septic peritonitis by enhancing inflammation and bacterial clearance. Sci. Rep..

[43] Brenner D, Blaser H, Mak TW (2015). Regulation of tumour necrosis factor signalling: live or let die. Nat. Rev. Immunol..

[44] Hu X, Ivashkiv LB (2009). Cross-regulation of signaling pathways by interferon-gamma: implications for immune responses and autoimmune diseases. Immunity.

[45] Ouchi N, Parker JL, Lugus JJ, Walsh K (2011). Adipokines in inflammation and metabolic disease. Nat. Rev. Immunol..

[46] Mauer J (2014). Signaling by IL-6 promotes alternative activation of macrophages to limit endotoxemia and obesity-associated resistance to insulin. Nat. Immunol..

[47] Grivennikov SI, Greten FR, Karin M (2010). Immunity, inflammation, and cancer. Cell.

[48] Gabrilovich DI, Nagaraj S (2009). Myeloid-derived suppressor cells as regulators of the immune system. Nat. Rev. Immunol..

[49] Geiger R (2016). L-arginine modulates T cell metabolism and enhances survival and anti-tumor activity. Cell.

[50] Pesce JT (2009). Arginase-1-expressing macrophages suppress Th2 cytokine-driven inflammation and fibrosis. PLoS Pathog..

[51] El Kasmi KC (2008). Toll-like receptor-induced arginase 1 in macrophages thwarts effective immunity against intracellular pathogens. Nat. Immunol..

[52] Faust N, Varas F, Kelly LM, Heck S, Graf T (2000). Insertion of enhanced green fluorescent protein into the lysozyme gene creates mice with green fluorescent granulocytes and macrophages. Blood.

[53] Liu J (2020). N (6)-methyladenosine of chromosome-associated regulatory RNA regulates chromatin state and transcription. Science.

[54] Weischenfeldt, J. & Porse, B. Bone marrow-derived macrophages (BMM): isolation and applications. *CSH Protoc.***2008**, 10.1101/pdb.prot5080 (2008).10.1101/pdb.prot508021356739

[55] Wang L (2014). c-Myc-mediated epigenetic silencing of MicroRNA-101 contributes to dysregulation of multiple pathways in hepatocellular carcinoma. Hepatology.

[56] Wang X (2017). Cancer-FOXP3 directly activated CCL5 to recruit FOXP3(+)Treg cells in pancreatic ductal adenocarcinoma. Oncogene.

[57] Hubstenberger A (2017). P-body purification reveals the condensation of repressed mRNA Regulons. Mol. Cell.

# Supplementary material for: RNA m6A methylation orchestrates cancer growth and metastasis via macrophage reprogramming
**Source:** Nat Commun. 2021 Mar 2;12:1394. doi: 10.1038/s41467-021-21514-8
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **RNA m6A methylation orchestrates cancer growth and metastasis via macrophage reprogramming**

Huilong Yin <sup>1,2,3,4,9</sup>, Xiang Zhang <sup>3,9</sup>, Pengyuan Yang <sup>5</sup>, Xiaofang Zhang <sup>3</sup>, Yingran Peng <sup>3</sup>, Da Li <sup>3</sup>, Yanping Yu <sup>6</sup>, Ye Wu <sup>3</sup>, Yidi Wang <sup>7</sup>, Jinbao Zhang <sup>3</sup>, Xiaochen Ding <sup>8</sup>, Xiangpeng Wang <sup>2,4</sup>, Angang Yang <sup>1,2,4</sup> ✉ and Rui Zhang <sup>1,3</sup> ✉

<sup>2</sup> Henan Key Laboratory of immunology and targeted therapy, School of Laboratory Medicine, Xinxiang Medical University, Xinxiang, Henan 453003, China

<sup>9</sup> These authors contributed equally: Huilong Yin, Xiang Zhang

Prof. Rui Zhang

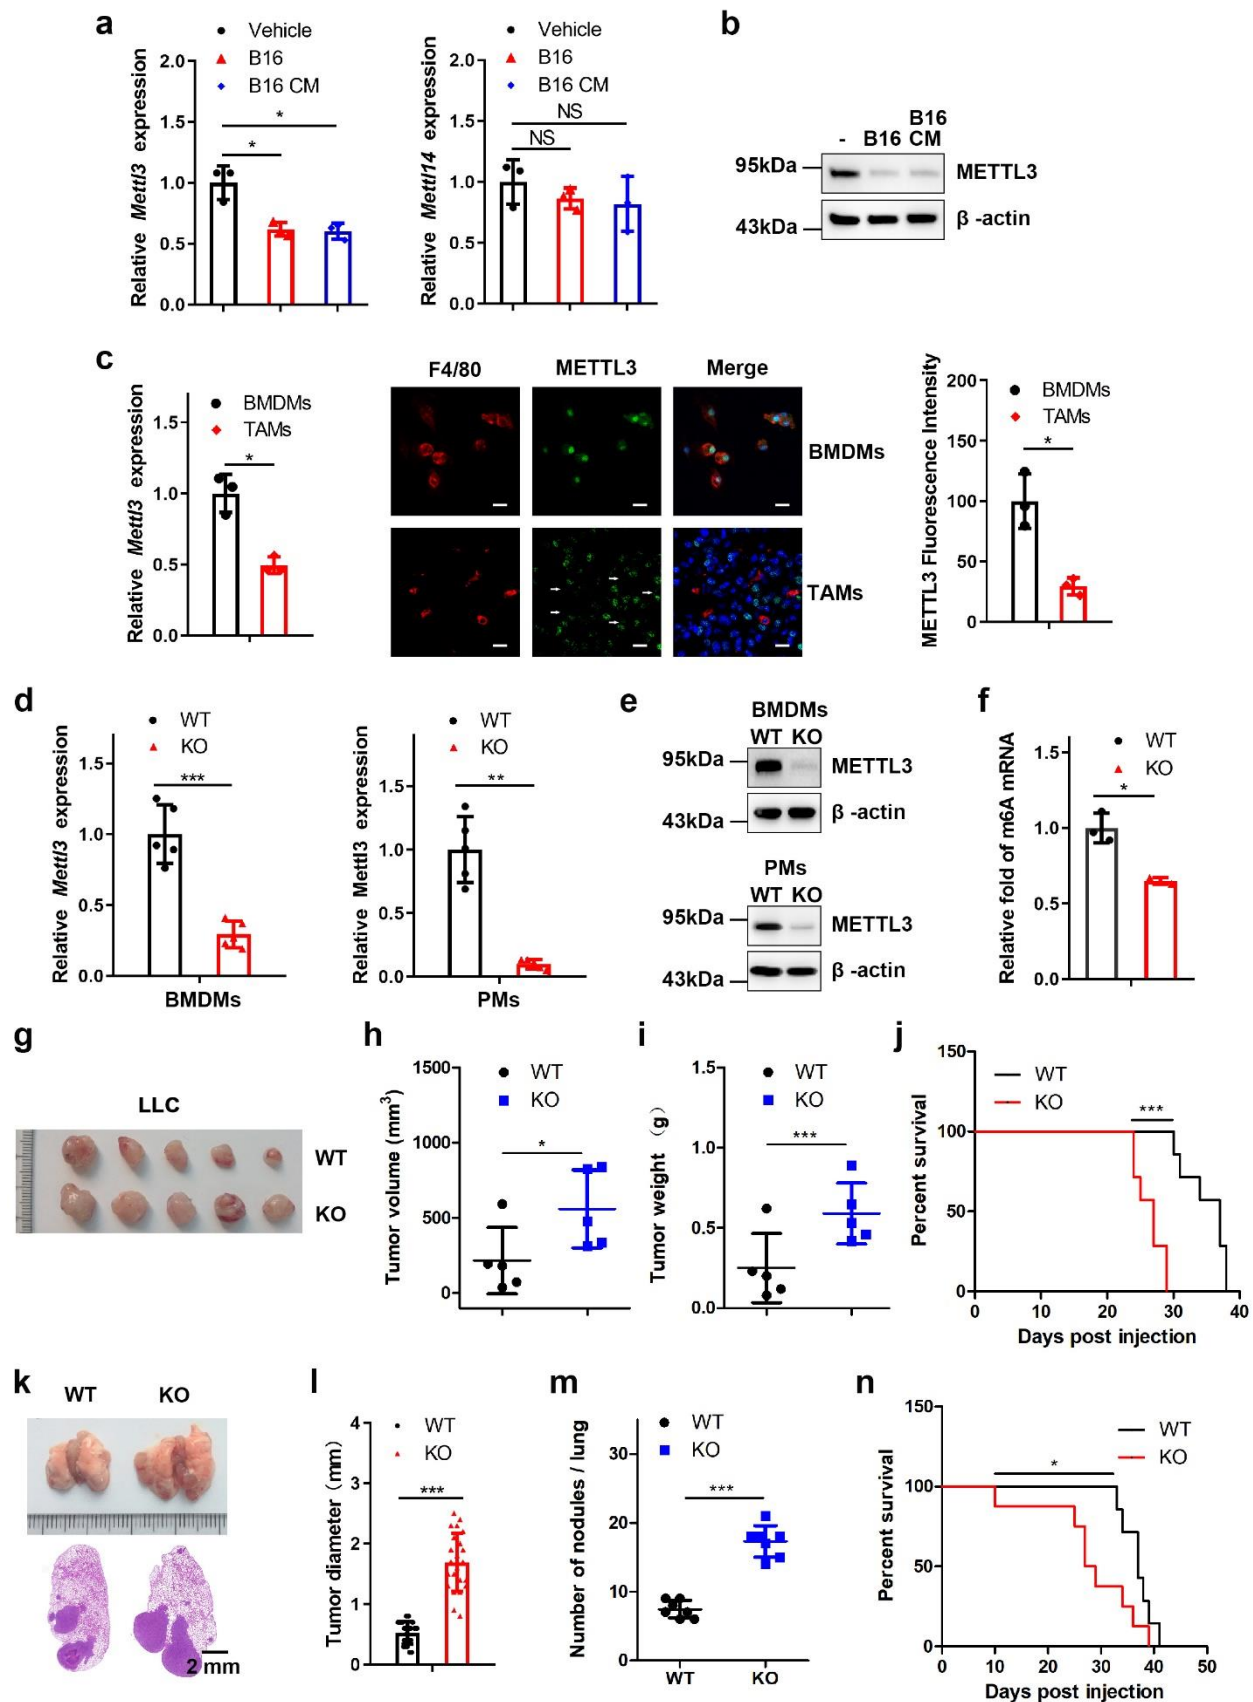

**Supplementary Figure 1 Myeloid-specific deletion of *Mettl3* promotes tumour growth and metastasis.**

**a,b**, Expression of *Mettl3* and *Mettl14* was measured by qRT-PCR in WT BMDMs incubated with B16 cells or B16 cells culture medium (**a**), and western blotting was used to evaluate METTL3 expression (**b**). n=3 independent experiments (qRT-PCR). The blots are representative of n=3 independent experiments. **c**, Expression of *Mettl3* was determined in BMDMs and TAMs (two weeks after tumour cell injection) from B16 tumour-bearing WT mice by qRT-PCR (left panel) and immunofluorescence analysis (right panel). The white arrows highlight F4/80<sup>+</sup> cells. (n=3 mice per group). Scale bars, 20  $\mu$ m. **d,e**, qRT-PCR (**d**) and western blotting (**e**) analysis of METTL3 in BMDMs and peritoneal macrophages (PMs) from WT and KO mice. n=5 mice per group for qRT-PCR. The blots are representative of n=3 independent experiments. **f**, The levels of m6A mRNA were analysis in WT and KO BMDMs. n=3 independent experiments. **g-j**, LLC cells were subcutaneously injected into WT and KO mice. Tumours were dissected and photographed (**g**). Tumour volume (**h**) (n=5 mice per group), tumour weights (**i**) (n=5 mice per group) and mouse survival (**j**) were recorded (n=7 mice per group). **k-n**, Representative images of tumours in mice injected with LLC cells through the tail vein. Representative HE staining pictures of lung sections were shown (**k**). Quantification of lung tumour diameter (**l**) (n=4 mice per group) and metastatic nodules (**m**) (n=7 mice per group). The survival of mice injected with LLC tumour cells through the tail vein was recorded (**n**) (n=7 mice for WT group and n=8 mice for KO group). Data are means  $\pm$  SD. P values were determined by two-tailed t-test (**a**, **c**, **d**, **f**, **h**, **i**, **l** and **m**) and Gehan-Breslow-Wilcoxon Test (**j**, **n**).  $P \leq 0.05$  (\*),  $P < 0.01$  (\*\*), and  $P < 0.001$  (\*\*\*). NS (non-significant) means  $P > 0.05$ . The source data are provided as a Source Data file.

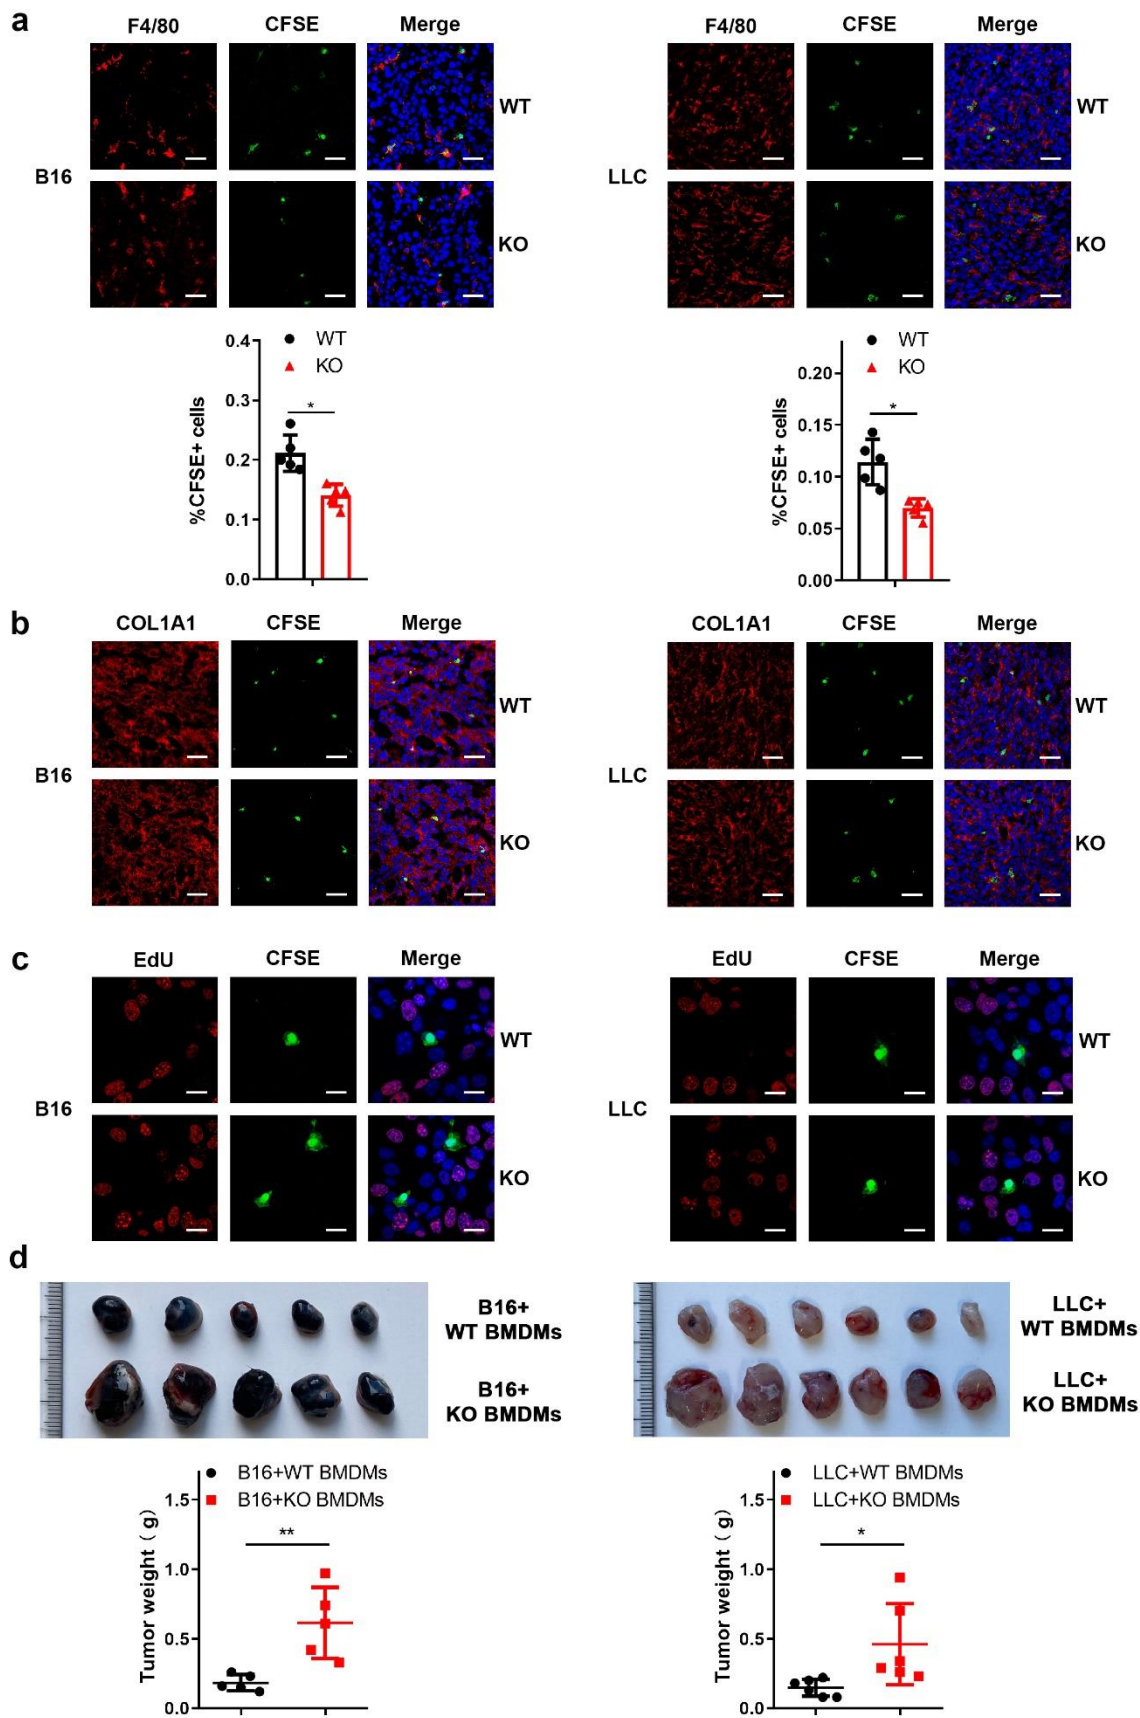

**Supplementary Figure 2 The KO BMDMs enhance tumour growth.**

**a-d**, WT mice were subcutaneously inoculated with B16 or LLC cells mixed with CFSE-labeled WT or KO macrophages. Tumours were dissected 14 days after inoculation and co-stained with F4/80 (**a**) or COL1A1 (**b**) (n=5 mice per group). Scale bars, 40  $\mu$ m. CFSE-positive macrophage proliferation was detected in B16 or LLC tumours using EdU proliferation markers (**c**). The bar graphs are representative of n=3 independent experiments. Scale bars, 10  $\mu$ m. The tumours dissected were photographed and tumour weight were recorded (**d**) (n=5 mice for B16 and 6 mice for LLC per group). Data are means  $\pm$  SD. P values were determined by two-tailed t-test (**a, d**).  $P \leq 0.05$  (\*) and  $P < 0.01$  (\*\*). The source data are provided as a Source Data file.

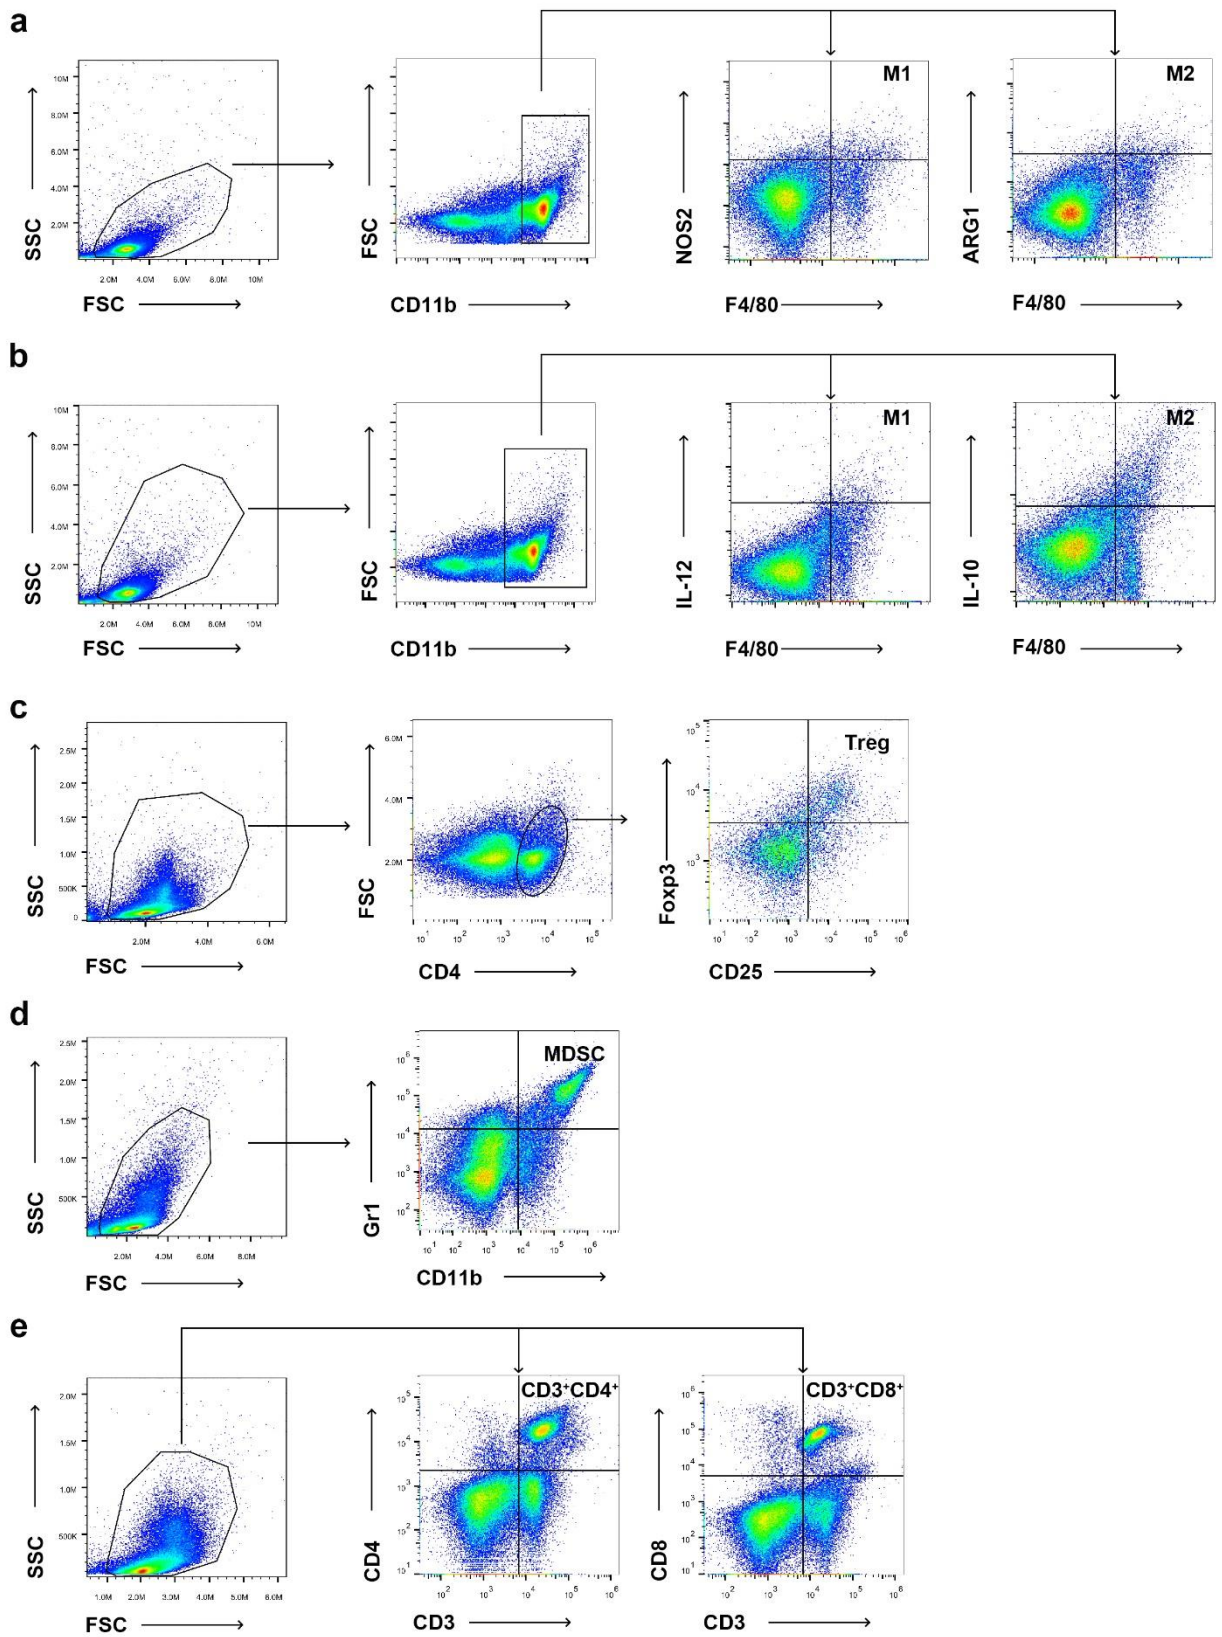

**Supplementary Figure 3 Gating strategies used for cell sorting.** **a**, Gating strategy to sort M1 macrophages (F4/80<sup>+</sup>NOS2<sup>high</sup>) and M2 macrophages (F4/80<sup>+</sup>ARG1<sup>high</sup>) cells from mice on Fig. S4a, S6a. **b**, Gating strategy to sort M1 macrophages (F4/80<sup>+</sup>IL-12<sup>high</sup>) and M2 macrophages (F4/80<sup>+</sup>IL-10<sup>high</sup>) cells from mice on Fig. S4b, S6a. **c**, Gating strategy to sort Treg (CD4<sup>+</sup>CD25<sup>+</sup>Foxp3<sup>+</sup>) cells from mice on Fig. 3d, S4c, S6b. **d**, Gating strategy to sort MDSC (CD11b<sup>+</sup>Gr1<sup>+</sup>) cells from mice on Fig. S4d, S6b. **e**, Gating strategy to sort CD3<sup>+</sup>CD4<sup>+</sup> T cells and CD3<sup>+</sup>CD8<sup>+</sup> T cells from mice on Fig. S4e, S6c, S6d.

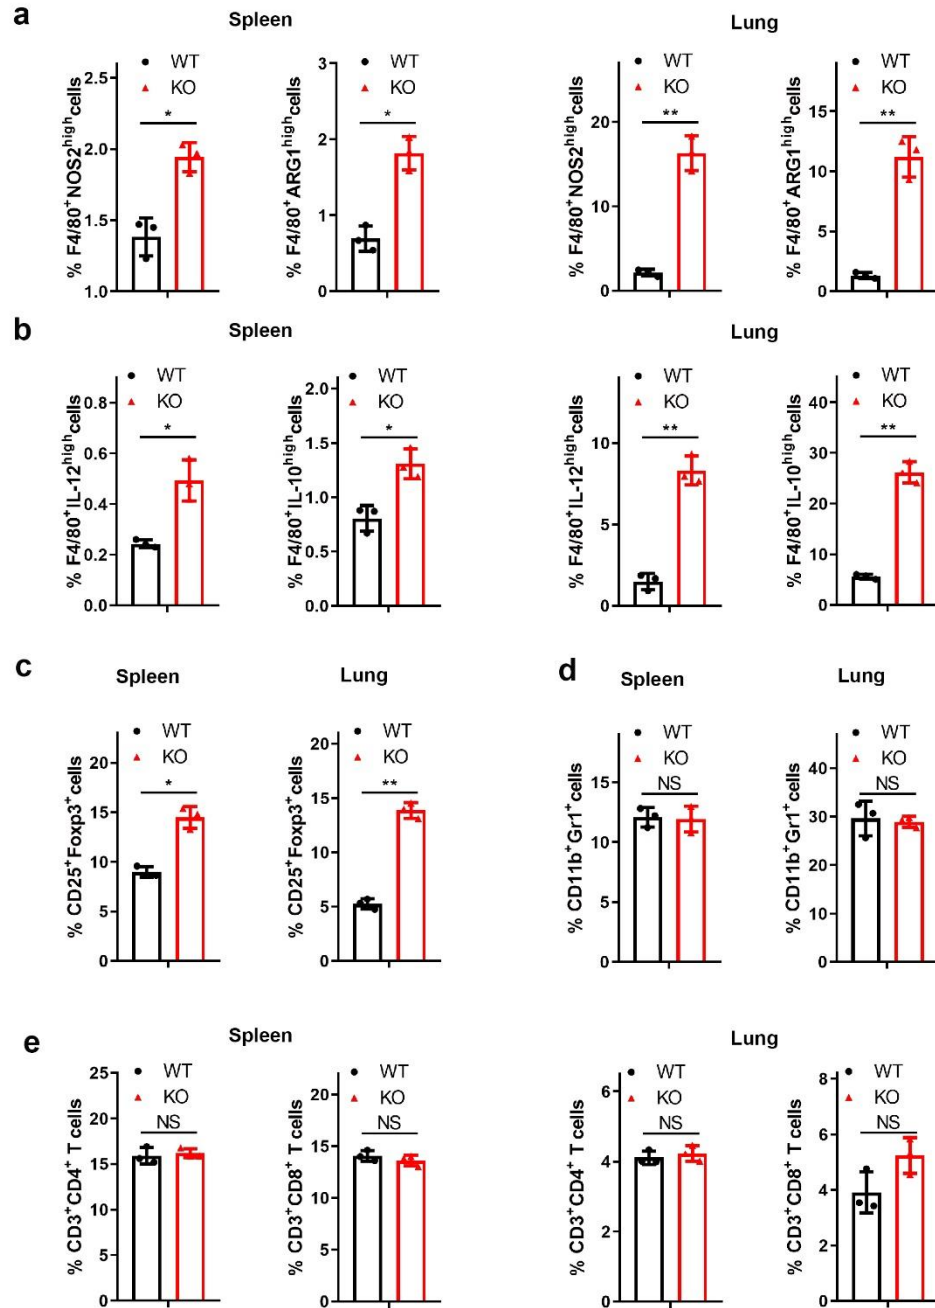

**Supplementary Figure 4** *Mettl3* depletion in macrophages changes the immune microenvironment in spleen and lung.

**a**, M1 macrophages (F4/80<sup>+</sup>NOS2<sup>high</sup>) and M2 macrophages (F4/80<sup>+</sup>ARG1<sup>high</sup>) were determined by flow cytometry in spleen and lung, with CD11b<sup>+</sup> cells gated. Percentages were shown as

numbers in quadrants and histogram. (n=3 mice per group). **b**, M1 macrophages (F4/80<sup>+</sup>IL-12<sup>high</sup>) and M2 macrophages (F4/80<sup>+</sup>IL-10<sup>high</sup>) were determined by flow cytometry in spleen and lung, with CD11b<sup>+</sup> cells gated. Percentages were shown as numbers in quadrants and histogram. (n=3 mice per group). **c**, The percentage of Treg (CD25<sup>+</sup>Foxp3<sup>+</sup>) cells was determined by flow cytometry in spleen and lung, with CD4<sup>+</sup> cells gated. Percentages were shown as numbers in quadrants and histogram. (n=3 mice per group). **d**, The percentage of CD11b<sup>+</sup>Gr1<sup>+</sup> MDSC cells was determined by flow cytometry in spleen and lung of WT and KO mice. (n=3 mice per group). **e**, The percentages of CD3<sup>+</sup>CD4<sup>+</sup> T cells and CD3<sup>+</sup>CD8<sup>+</sup> T cells were determined by flow cytometry in spleen and lung of WT and KO mice. (n=3 mice per group). Data are shown as the mean  $\pm$  SD. P values were determined by two-tailed t-test (**a-e**).  $P \leq 0.05$  (\*) and  $P < 0.01$  (\*\*). NS (non-significant) means  $P > 0.05$ . The source data are provided as a Source Data file.

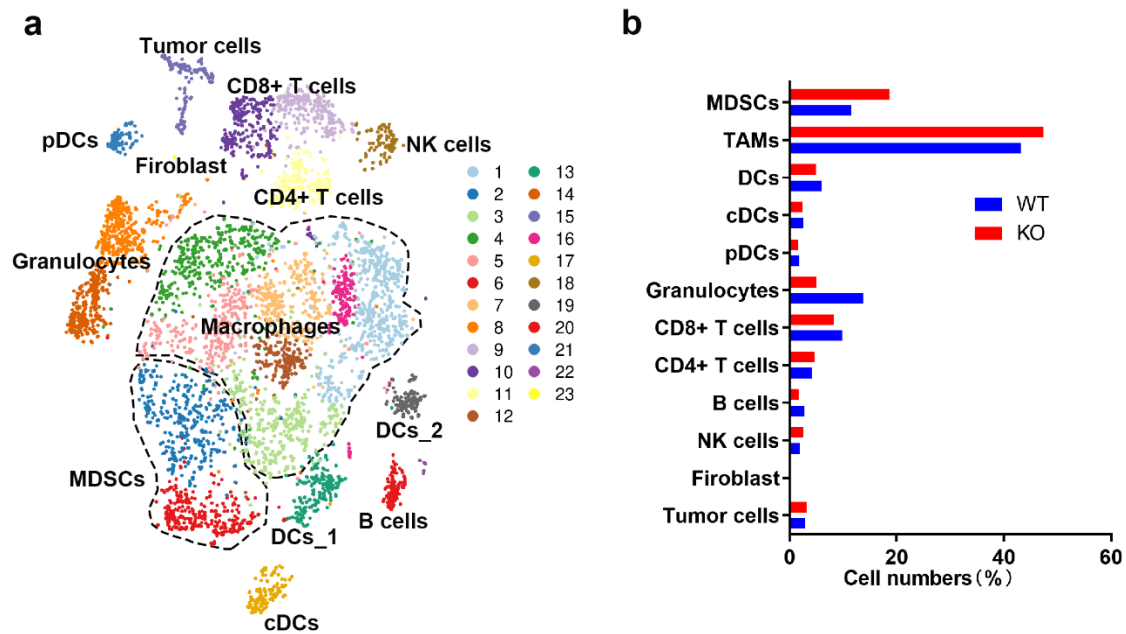

**Supplementary Figure 5 Immune infiltration profiling in B16 tumours with scRNA-Seq.**

**a**, The CD45<sup>+</sup> immune-infiltrated cells in B16 tumours were enriched. Then, pooled samples of five mice per group were analysed by scRNA-seq. Distinct clusters of immune cells were identified according to expression signatures. The colors denote the distinct clusters of cells. **b**, The frequency of cells in each cluster was shown.

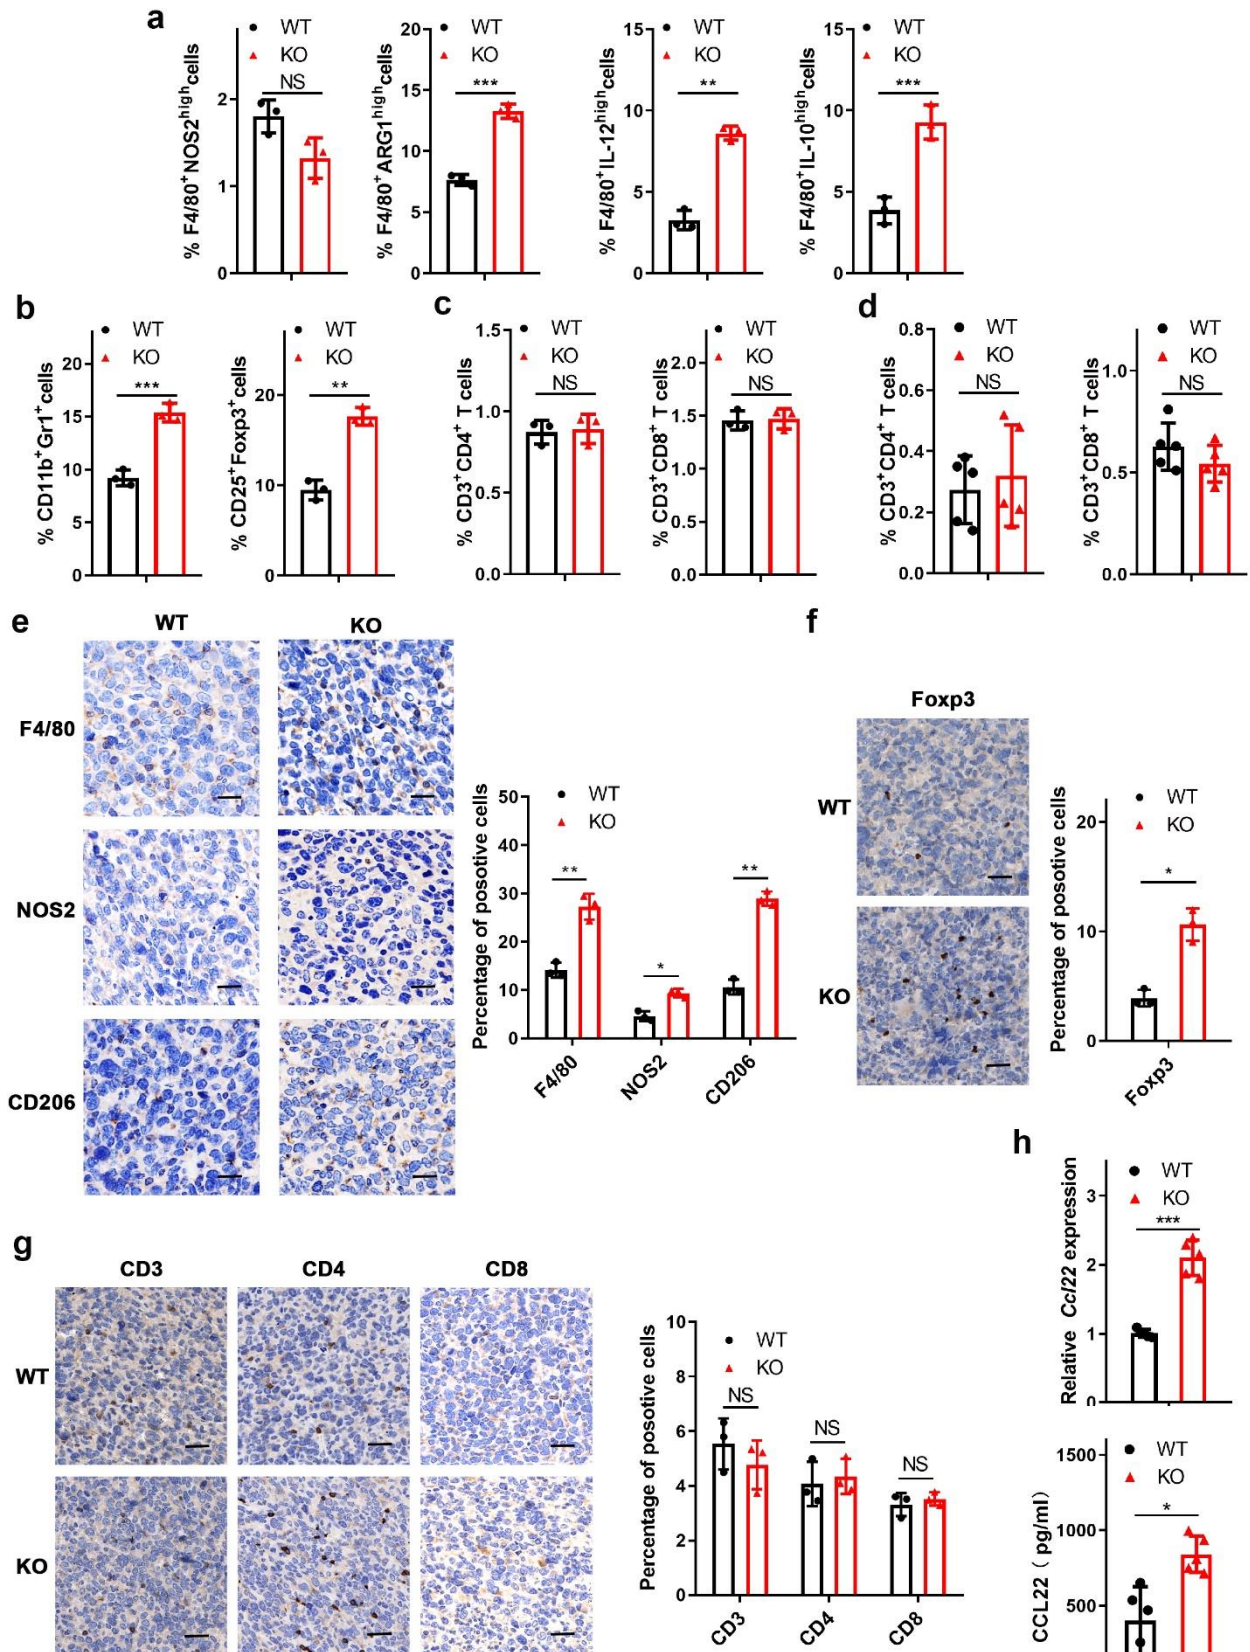

**Supplementary Figure 6 *Mettl3* depletion in macrophages reshapes the tumour microenvironment by enhancing M1 and M2-like TAMs and Treg infiltration**

**a**, Flow cytometry analysis of macrophage subpopulations of the LLC tumours from tumour-bearing mice. The percentages of (F4/80<sup>+</sup>NOS2<sup>high</sup>) M1-like, (F4/80<sup>+</sup>ARG1<sup>high</sup>) M2-like, (F4/80<sup>+</sup>IL-12<sup>high</sup>) M1-like and (F4/80<sup>+</sup>IL-10<sup>high</sup>) M2-like TAMs were calculated, with CD11b<sup>+</sup> cells gated. (n=3 mice per group). **b**, LLC tumours were dissected and digested to obtain single-cell suspensions. Infiltrating Treg (CD25<sup>+</sup>Foxp3<sup>+</sup>) and MDSC (CD11b<sup>+</sup>Gr1<sup>+</sup>) cells were fluorescent stained and analysed by flow cytometry, with CD4<sup>+</sup> cells gated. (n=3 mice per group). **c**, The percentages of CD3<sup>+</sup>CD4<sup>+</sup> T cells and CD3<sup>+</sup>CD8<sup>+</sup> T cells in LLC tumours were calculated. (n=3 mice per group). **d**, The percentages of CD3<sup>+</sup>CD4<sup>+</sup> T cells and CD3<sup>+</sup>CD8<sup>+</sup> T cells were determined by flow cytometry in B16 tumours of WT and KO mice. (n=5 mice per group). **e, f**, Immunohistochemical staining of macrophage markers (**e**) and Treg marker (**f**) in tumours of mice. (n=3 mice per group). Scale bars: 30µm. **g**, Immunohistochemical staining of immune infiltrate T cells markers in LLC tumours of mice. (n=3 mice per group). Scale bars: 30µm. **h**, qRT-PCR (left panel) and ELISA (right panel) analysis of CCL22 in WT and KO BMDMs. (n=5 mice per group). Data are shown as the mean ± SD. P values were determined by two-tailed t-test (**a-h**). P ≤ 0.05 (\*), P < 0.01 (\*\*), and P < 0.001 (\*\*\*). NS (non-significant) means P > 0.05. The source data are provided as a Source Data file.

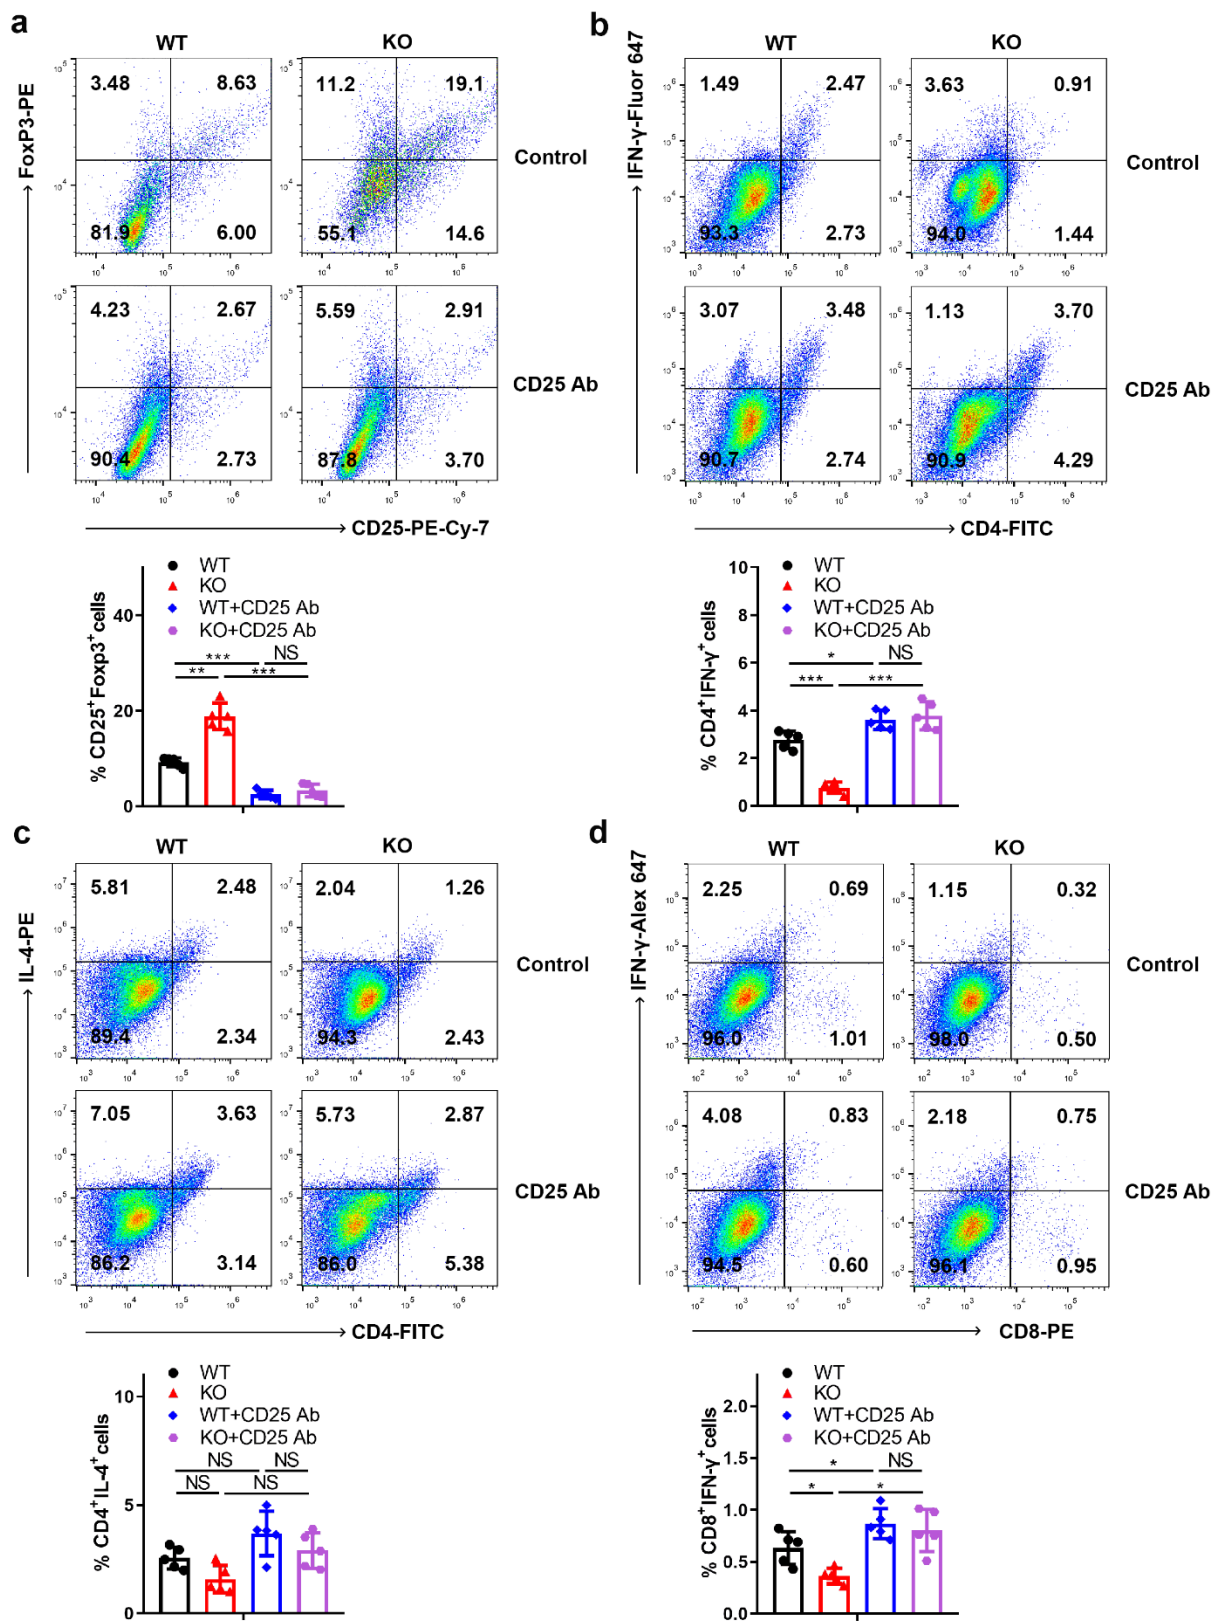

**Supplementary Figure 7 The impact of anti-CD25 antibody on T cells activation in B16 tumours.**

The efficacy of the anti-CD25 antibody to deplete Treg was tested in B16 tumour bearing mice. And the frequencies of Treg (**a**), Th1 (**b**), Th2 (**c**) and IFN- $\gamma$ -secreting CD8<sup>+</sup> T (**d**) cells were determined by flow cytometry (n=5 mice per group). Data are means  $\pm$  SD. P values were determined by two-tailed t-test (**a-d**).  $P \leq 0.05$  (\*),  $P < 0.01$  (\*\*), and  $P < 0.001$  (\*\*\*). NS (non-significant) means  $P > 0.05$ . The source data are provided as a Source Data file.

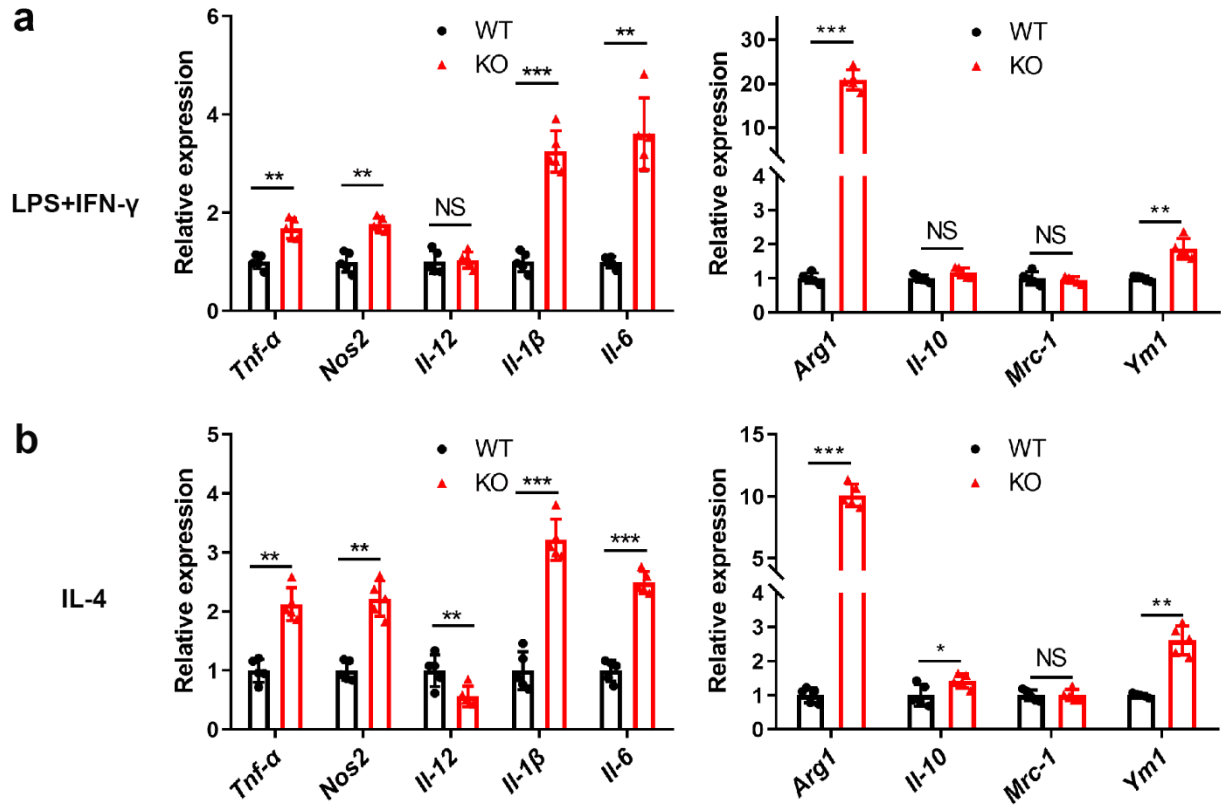

**Supplementary Figure 8** *Mettl3* depletion promotes M1 and M2 polarization of BMDMs.

**a,b**, qRT-PCR analysis of M1 and M2 macrophages-associated gene expression in WT and KO BMDMs treated with mouse recombinant LPS (50 ng/mL) + IFN- $\gamma$  (40 ng/mL) (**a**) or IL-4 (40 ng/mL) (**b**) for 24h. (n=5 mice per group). Data are means  $\pm$  SD. P values were determined by two-tailed t-test (**a,b**).  $P \leq 0.05$  (\*),  $P < 0.01$  (\*\*), and  $P < 0.001$  (\*\*\*). NS (non-significant) means  $P > 0.05$ . The source data are provided as a Source Data file.

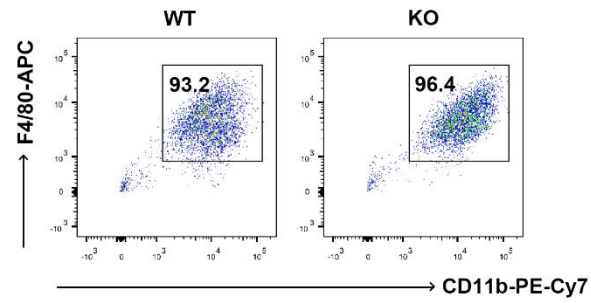

**Supplementary Figure 9 the purity of TAMs tested by flow cytometry was shown.**

The TAMs in B16 tumours from WT or KO mice were sorted and the purity of TAMs was tested by flow cytometry.

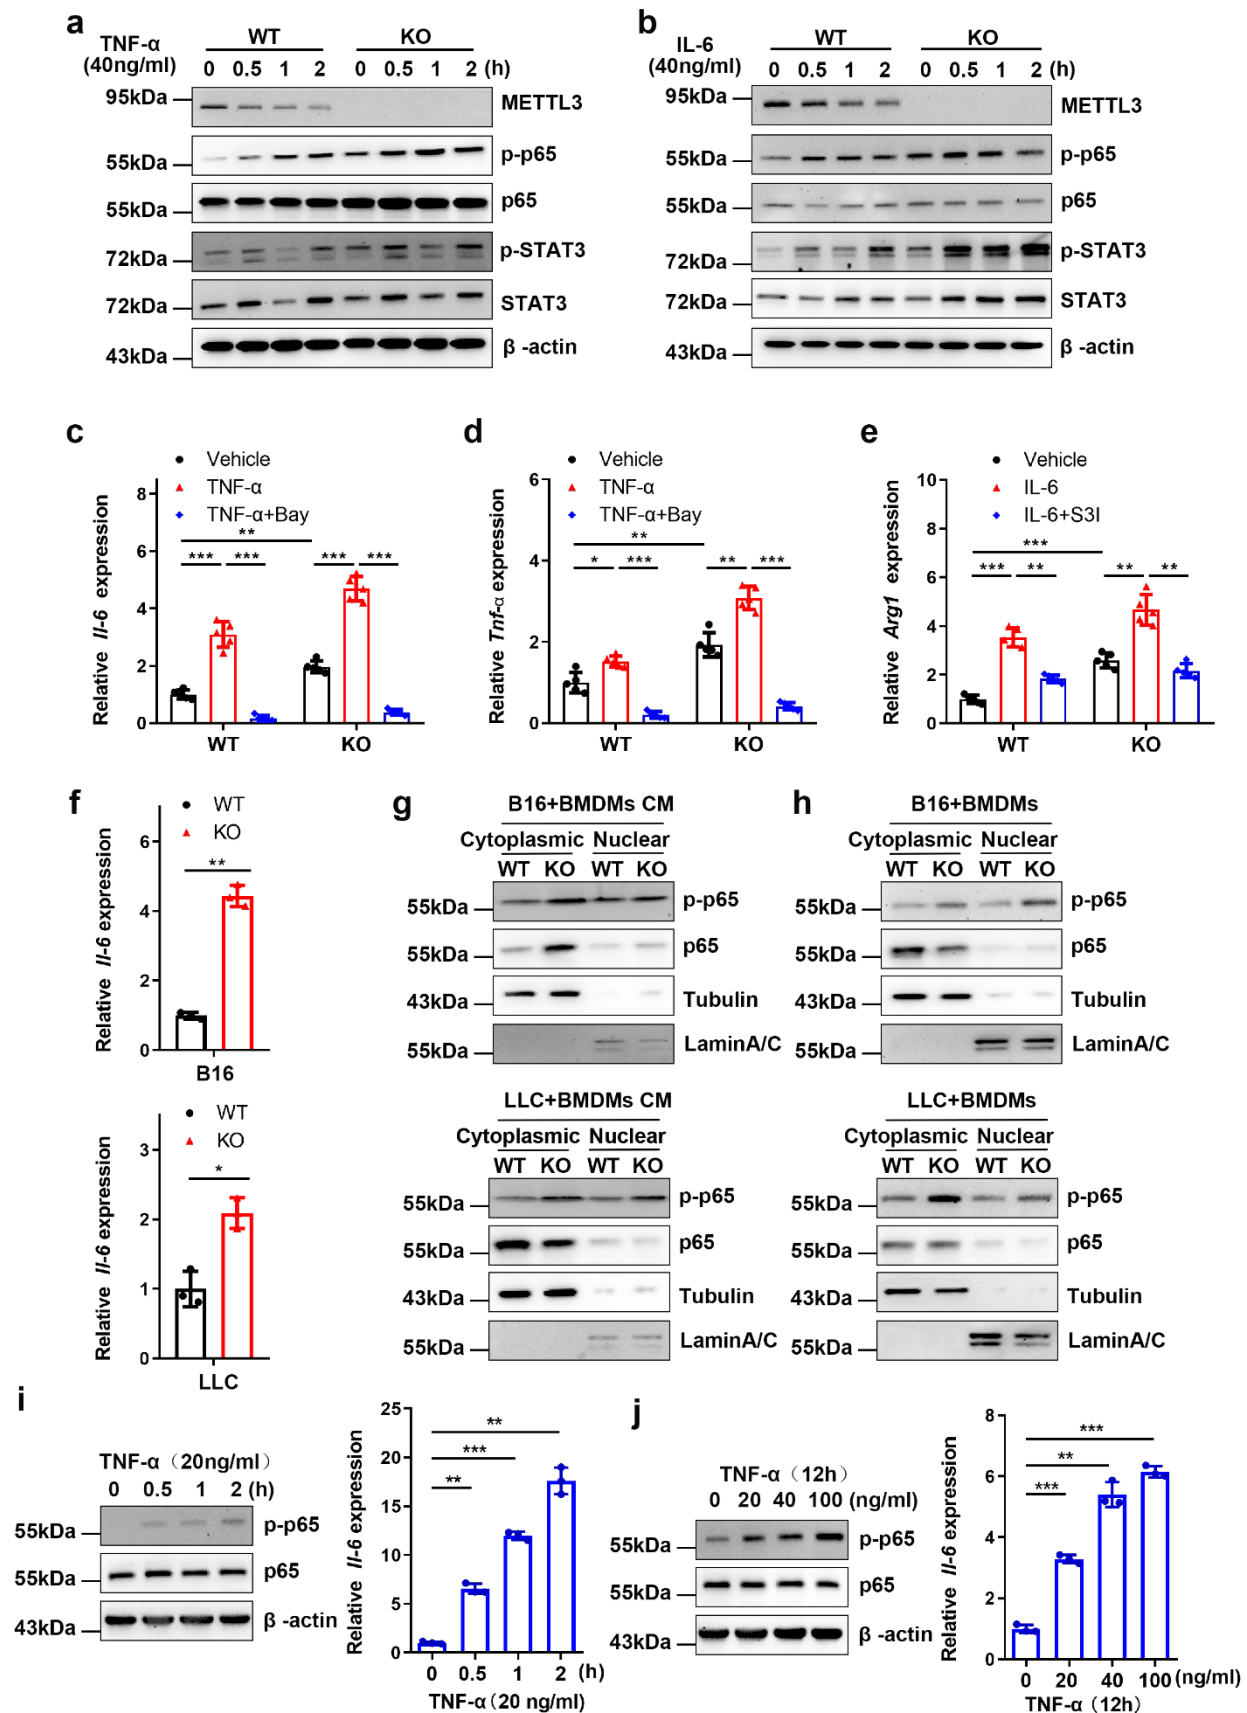

**Supplementary Figure 10 Macrophages with *Mettl3* depletion regulates cytokine responses by communicating with tumour cells.**

**a,b**, Stimulation with cytokines TNF- $\alpha$  (**a**) and IL-6 (**b**) induced p-p65 and p-STAT3 expression in a time-dependent manner in WT and KO BMDMs. The blots are representative of n=3 independent experiments. **c,d**, WT and KO BMDMs were treated with TNF- $\alpha$  or TNF- $\alpha$ +BAY-11-7082, followed by qRT-PCR analysis of *Il-6* (**c**) and *Tnf- $\alpha$*  (**d**) expression (n=5 mice per group). **e**, WT and KO BMDMs were treated with IL-6 or IL-6+S3I-201, followed by qRT-PCR analysis of *Arg1* expression (n=5 mice per group). **f**, qRT-PCR analysis of *Il-6* expression levels in B16 (upper panel) and LLC cells (lower panel) incubated with WT or KO BMDMs culture medium (50% of the final culture medium) for 24 hours. n=3 independent experiments. **g**, B16 (upper panel) and LLC (lower panel) cells were treated with WT or KO BMDMs culture medium for 24h. Cytoplasmic and nuclear proteins were separated. Western blotting was used to evaluate p-p65 expression in the cytoplasm and nucleus. The blots are representative of n=3 independent experiments. **h**, B16 (upper panel) and LLC (lower panel) cells were cocultured with WT or KO BMDMs. Western blotting was used to test p-p65 expression in the cytoplasm and nucleus. The blots are representative of n=3 independent experiments. **i**, B16 cells were treated with TNF- $\alpha$  (20 ng/mL) at the indicated time points. Western blotting was used to analyse p-p65 expression (left panel). The blots are representative of n=3 independent experiments. Relative expression of *Il-6* was determined by qRT-PCR (right panel). n=3 independent experiments. **j**, B16 cells were treated with different concentrations of TNF- $\alpha$  for 12h. p-p65 expression was analysed by western blotting (left panel). The blots are representative of n=3 independent experiments. The relative expression of *Il-6* was determined by qRT-PCR (right panel). n=3 independent experiments. Data are means  $\pm$  SD. P values were determined by two-tailed t-test (**c-f**, **i** and **j**).  $P \leq 0.05$  (\*),  $P < 0.01$  (\*\*), and

$P < 0.001$  (\*\*\*). NS (non-significant) means  $P > 0.05$ . The source data are provided as a Source Data file.

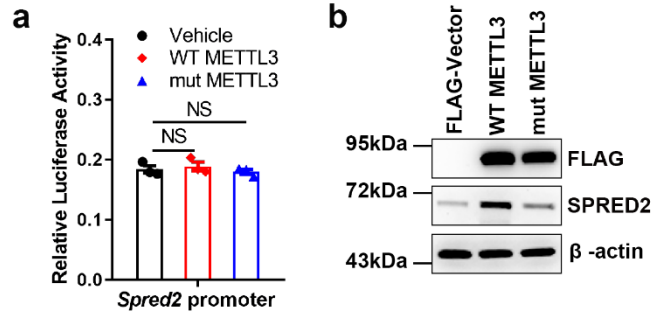

**Supplementary Figure 11 METTL3 promotes SPRED2 translation independent of promoter binding.**

**a**, Dual luciferase report assays showed that neither METTL3 wild-type (WT METTL3) nor the catalytically dead mutant of METTL3 (mut METTL3) bound to the *Spred2* promoter. **b**, Western blot analysis of the indicated proteins in BMDMs overexpressing WT METTL3 and mut METTL3. The blots are representative of n=3 independent experiments. All quantitative data are means  $\pm$  SD from three independent experiments. P values were determined by a two-tailed t-test (**a**). NS (non-significant) means  $P > 0.05$ . The source data are provided as a Source Data file.

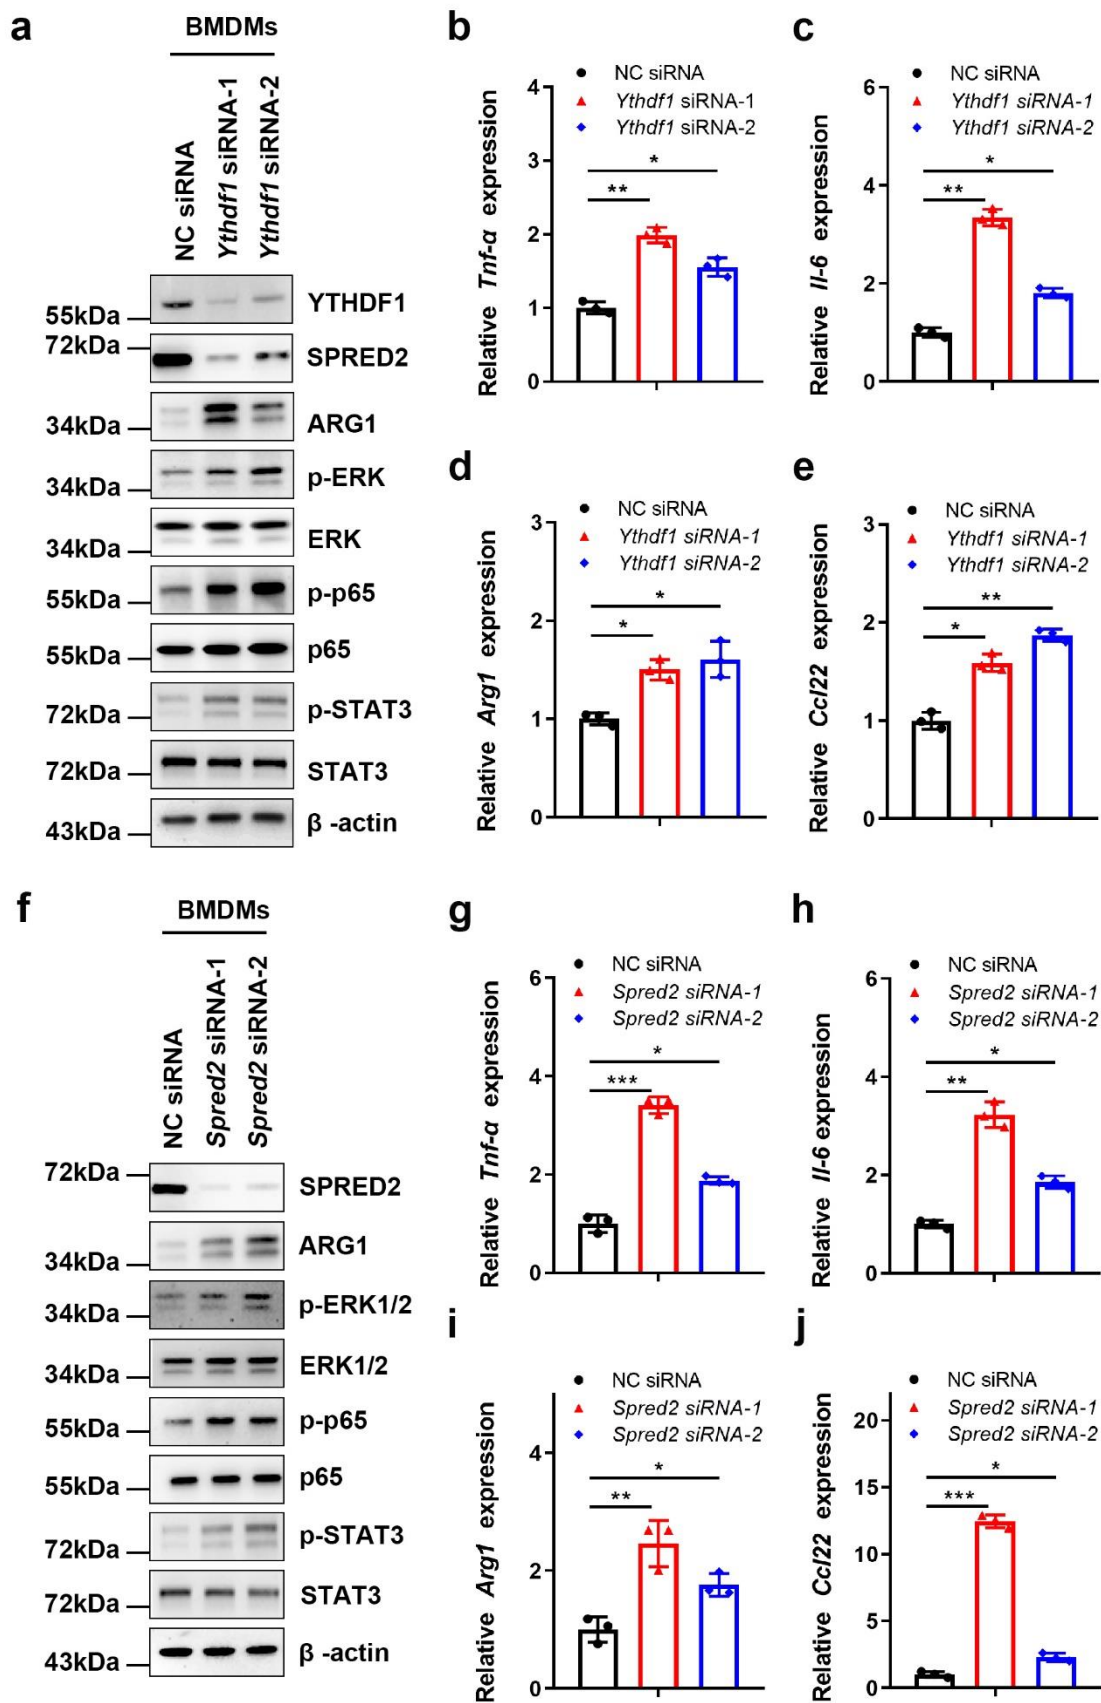

**Supplementary Figure 12 Knockdown of YTHDF1 or SPRED2 increases the expression of *Tnf-α*, *Il-6*, *Ccl22* and *Arg1* through NF-κB/STAT3.**

**a**, Western blotting analysis of indicated proteins in BMDMs transfected with NC siRNA or *Ythdf1* siRNA. The blots are representative of n=3 independent experiments. **b-e**, qRT-PCR analysis of *Tnf-α* (**b**), *Il-6* (**c**), *Ccl22* (**d**) and *Arg1* (**e**) mRNA expression in BMDMs transfected with NC siRNA or *Ythdf1* siRNA. **f**, Western blotting analysis of protein expression in BMDMs transfected with NC siRNA or *Spred2* siRNA. The blots are representative of n=3 independent experiments. **g-j**, qRT-PCR analysis of *Tnf-α* (**g**), *Il-6* (**h**), *Ccl22* (**i**) and *Arg1* (**j**) mRNA expression in BMDMs transfected with NC siRNA or *Ythdf1* siRNA. All quantitative data are means  $\pm$  SD from three independent experiments. P values were determined by two-tailed t-test (**b-e** and **g-j**).  $P \leq 0.05$  (\*),  $P < 0.01$  (\*\*), and  $P < 0.001$  (\*\*\*). The source data are provided as a Source Data file.

**Supplementary Table 1. MAPK pathway related genes (294)**

|                                   | <b>Genes</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>MAPK pathway related genes</b> | <p><i>Akt1, Akt2, Akt3, Angpt1, Angpt2, Angpt4, Araf, Areg, Arrb1, Arrb2, Atf2, Atf4, Bdnf, Braf, Cacna1a, Cacna1b, Cacna1c, Cacna1d, Cacna1e, Cacna1f, Cacna1g, Cacna1h, Cacna1i, Cacna1s, Cacna2d1, Cacna2d2, Cacna2d3, Cacna2d4, Cacnb1, Cacnb2, Cacnb3, Cacnb4, Cacng1, Cacng2, Cacng3, Cacng4, Cacng5, Cacng6, Cacng7, Cacng8, Casp3, Cd14, Cdc25b, Cdc42, Chuk, Crk, Crkl, Csf1, Csf1r, Daxx, Ddit3, Dusp1, Dusp10, Dusp16, Dusp2, Dusp3, Dusp4, Dusp5, Dusp6, Dusp7, Dusp8, Dusp9, Ecsit, Efna1, Efna2, Efna3, Efna4, Efna5, Egf, Egfr, Elk1, Elk4, Eph2, Erbb2, Erbb3, Erbb4, Ereg, Fas, Fasl, Fgf1, Fgf10, Fgf15, Fgf16, Fgf17, Fgf18, Fgf2, Fgf20, Fgf21, Fgf22, Fgf23, Fgf3, Fgf4, Fgf5, Fgf6, Fgf7, Fgf8, Fgf9, Fgfr1, Fgfr2, Fgfr3, Fgfr4, Flna, Flnb, Flnc, Flt1, Flt3, Flt3l, Flt4, Fos, Gadd45a, Gadd45b, Gadd45g, Gm5741, Gna12, Gng12, Grb2, Hgf, Hras, Hspa1a, Hspa1b, Hspa1l, Hspa2, Hspa8, Hspb1, Igf1, Igf1r, Igf2, Ikbkb, Ikbkg, Il1a, Il1b, Il1r1, Il1rap, Ins1, Ins2, Insr, Irak1, Irak4, Jun, Jund, Kdr, Kit, Kitl, Klk1b4, Kras, Lamtor3, Map2k1, Map2k2, Map2k3, Map2k4, Map2k5, Map2k6, Map2k7, Map3k1, Map3k11, Map3k12, Map3k13, Map3k14, Map3k2, Map3k3, Map3k4, Map3k5, Map3k6, Map3k7, Map3k8, Map4k1, Map4k2, Map4k3, Map4k4, Mapk1, Mapk10, Mapk11, Mapk12, Mapk13, Mapk14, Mapk3, Mapk7, Mapk8, Mapk8ip1, Mapk8ip2, Mapk8ip3, Mapk9, Mapkapk2, Mapkapk3, Mapkapk5, Mapt, Max, Mecom, Mef2c, Met, Mknk1, Mknk2, Mras, Myc, Myd88, Nf1, Nfatc1, Nfatc3, Nfkb1, Nfkb2, Ngf, Ngfr, Nlk, Nr4a1, Nras, Ntf3, Ntf5, Ntrk1, Ntrk2, Pak1, Pak2, Pdgfa, Pdgfb, Pdgfc, Pdgfd, Pdgfra, Pdgrfb, Pgf, Pla2g4a, Pla2g4b, Pla2g4c, Pla2g4d, Pla2g4e, Pla2g4f, Ppm1a, Ppm1b, Ppp3ca, Ppp3cb, Ppp3cc, Ppp3r1, Ppp3r2, Ppp5c, Prkaca, Prkacb, Prkca, Prkcb, Prkcg, Ptpn5, Ptpn7, Ptprr, Rac1, Rac2, Rac3, Raf1, Rap1a, Rap1b, Rapgef2, Rasa1, Rasa2, Rasgrf1, Rasgrf2, Rasgrp1, Rasgrp2, Rasgrp3, Rasgrp4, Rela, Relb, Rps6ka1, Rps6ka2, Rps6ka3, Rps6ka4, Rps6ka5, Rps6ka6, Rras, Rras2, Sos1, Sos2, Spred2, Srf, Stk3, Stk4, Stmn1, Tab1, Tab2, Taok1, Taok2, Taok3, Tek, Tgfa, Tgfl, Tgfb2, Tgfb3, Tgfb1, Tgfb2, Tgfb3, Tgfb1, Tgfb2, Tnf, Tnfrsf1a, Tradd, Traf2, Traf6, Trp53, Vegfa, Vegfb, Vegfc, Vegfd.</i></p> |

**Supplementary Table 2. siRNA sequences used in experiments**

|                            | sense (5'-3')         | antisense (5'-3')     |
|----------------------------|-----------------------|-----------------------|
| <i>Spred2</i> -<br>siRNA-1 | GCGAGCGACAGAAAGACAATT | UUGUCUUUCUGUCGCUCGCTT |
| <i>Spred2</i> -<br>siRNA-2 | GCUACGGACAGUUCUUCUATT | UAGAAGAACUGUCCGUAGCTT |
| <i>Ythdf1</i> -<br>siRNA-1 | CCCGUAUCUCACUACCUAUTT | AUAGGUAGUGAGAUACGGGTT |
| <i>Ythdf1</i> -<br>siRNA-2 | GGACAUUGGUACUUGGGAUTT | AUCCCAAGUACCAAUGUCCTT |

**Supplementary Table 3. qRT-PCR primers**

|                                   |                                 |
|-----------------------------------|---------------------------------|
| <i>Mettl3</i> -F                  | CTGGGCACTTGGATTTAAGGAA          |
| <i>Mettl3</i> -R                  | TGAGAGGTGGTGTAGCAACTT           |
| <i>Mettl14</i> -F                 | CTGAGAGTGCGGATAGCATTG           |
| <i>Mettl14</i> -R                 | GAGCAGATGTATCATAGGAAGCC         |
| <i>Ccl22</i> -F                   | AGGTCCCTATGGTGCCAATGT           |
| <i>Ccl22</i> -R                   | CGGCAGGATTTTGAGGTCCA            |
| <i>Ythdf1</i> -F                  | ACAGTTACCCCTCGATGAGTG           |
| <i>Ythdf1</i> -R                  | GGTAGTGAGATACGGGATGGGA          |
| <i>Il-12</i> -F                   | GGAAGCACGGCAGCAGAATA            |
| <i>Il-12</i> -R                   | AACTTGAGGGAGAAGTAGGAATGG        |
| <i>Nos2</i> -F                    | GCAGAGATTGGAGGCCTTGTG           |
| <i>Nos2</i> -R                    | GGGTTGTTGCTGAACTTCCAGTC         |
| <i>Tnf-<math>\alpha</math></i> -F | CAGGAGGGAGAACAGAACTCCA          |
| <i>Tnf-<math>\alpha</math></i> -R | CCTGGTTGGCTGCTTGCTT             |
| <i>Il-6</i> -F                    | CCACTTCACAAGTCGGAGGCTTA         |
| <i>Il-6</i> -R                    | GCAAGTGCATCATCGTTGTTTCATAC      |
| <i>Il-1<math>\beta</math></i> -F  | TCCAGGATGAGGACATGAGCAC          |
| <i>Il-1<math>\beta</math></i> -R  | GAACGTCACACACCAGCAGGTTA         |
| <i>Arg1</i> -F                    | AGACAGCAGAGGAGGTGAAGAG          |
| <i>Arg1</i> -R                    | CGAAGCAAGCCAAGGTTAAAGC          |
| <i>Il-10</i> -F                   | CCCTTTGCTATGGTGTCCCTT           |
| <i>Il-10</i> -R                   | TGGTTTCTCTTCCCAAGACC            |
| <i>Ym1</i> -F                     | CATTCAGTCAGTTATCAGATTCC         |
| <i>Ym1</i> -R                     | AGTGAGTAGCAGCCTTGG              |
| <i>Mrc</i> -F                     | AAACACAGACTGACCCTTCCC           |
| <i>Mrc</i> -R                     | GTTAGTGTACCGCACCTCC             |
| <i>actin</i> -F                   | GAGACCTTCAACACCCACAGC           |
| <i>actin</i> -R                   | ATGTCACGCACGATTTCCC             |
| ChIP- <i>Arg1</i> -F              | CATGATTCCAAAAATGAGATTTTCC       |
| ChIP- <i>Arg1</i> -R              | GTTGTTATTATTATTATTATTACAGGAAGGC |
| m6A-IP- <i>Spred2</i> -F          | GAAGAAACACACCCGGACGAT           |
| m6A-IP- <i>Spred2</i> -R          | CTCCTTCCTGTGGGAACCAT            |

# Supplementary material for: RNA m6A methylation orchestrates cancer growth and metastasis via macrophage reprogramming
**Source:** Nat Commun. 2021 Mar 2;12:1394. doi: 10.1038/s41467-021-21514-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The amplification signal of qPCR data was acquired by Bio-Rad CFX Manager 3.1. m6A sequencing was performed (CloudSeq Biotech, Shanghai, China).

Data analysis

Microsoft excel 2016 was used to calculate mean, standard deviation and P value. Survival curves were calculated using the the Gehan-Breslow-Wilcoxon Test. The flow cytometry data were analyzed by Flowjo VX. Bioluminescence imaging and data processing were performed using the IVIS Spectrum imager equipped with the Living Image® 4.3.1 software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data for Figures 1b, 1c, 1f, 1h, 1i, 1j, 1l, 2b, 2c, 2e, 2f, 2h, 2j, 3a, 3b, 3c, 3d, 3e, 3f, 3h, 3k, 4a, 4b, 4c, 4e, 4f, 4g, 4h, 5a, 5b, 5c, 5e, 6e, 6f, 6g, 6i, 6l, 7b, 7e and Supplementary Figures 1a, 1c, 1d, 1f, 1h, 1i, 1l, 1m, 2a, 2d, 4a, 4b, 4c, 4d, 4e, 6a, 6b, 6c, 6d, 6e, 6f, 6g, 6h, 7a, 7b, 7c, 7d, 8a, 8b, 10c, 10d, 10e, 10f, 10i, 10j, 11a, 12b, 12c, 12d, 12e, 12g, 12h, 12i and 12j are provided as a Source Data file. Unprocessed original scans of blots are shown in Source Data file. The raw data from the MeRIP-Seq analysis of WT and KO BMDMs have been deposited in the Gene Expression Omnibus database under the accession code GEO: GSE146140. The scRNA-seq data analysed in this study are available under the accession identifier GSE159156. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

*describe the data and its source.*

**Sampling strategy** *Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.*

**Data collection** *Describe the data collection procedure, including who recorded the data and how.*

**Timing and spatial scale** *Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken*

**Data exclusions** *If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.*

**Reproducibility** *Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.*

**Randomization** *Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.*

**Blinding** *Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.*

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

**Field conditions** *Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).*

**Location** *State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).*

**Access and import/export** *Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).*

**Disturbance** *Describe any disturbance caused by the study and how it was minimized.*

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

**Antibodies used**

Antibodies used in FACS:  
 CD11b-PE-Cy7 (1:100 BD Biosciences M1/70);  
 Gr1-FITC (1:100 BD Biosciences RB6-8C5);  
 CD25-PE-Cy7 (1:100 BD Biosciences PC61);  
 F4/80-APC (1:100 BD Biosciences T45-2342);  
 F4/80-PE (1:100 BD Biosciences T45-2342);  
 CD3-FITC (1:100 BD Biosciences 17A2);  
 CD4-APC (1:100 BD Biosciences RM4-5);  
 IFN-γ-Alexa Fluor 647 (1:100 BD Biosciences XMG1.2);  
 IL-4-PE (1:100 BD Biosciences 11B11);  
 CD8a-PE (1:100 BD Biosciences 53-6.7);

Foxp3-PE (1:100 BD Biosciences R16-715);  
 IL-10-PE (1:100 BD Biosciences JES5-16E3);  
 IL-12-FITC (1:100 BD Biosciences C15.6);  
 NOS2-APC (1:100 eBiosciences CXNFT);  
 ARG1-Alexa Fluor 488 (1:100 eBiosciences A1exF5).

Antibodies used in western blotting:

anti-ARG1 (1:1000, 93668, Cell Signaling Technology);  
 anti-p-ERK1/2 (1:1000, 4370, Cell Signaling Technology);  
 anti-ERK1/2 (1:1000, 4695, Cell Signaling Technology);  
 anti-phosphorylated NF- $\kappa$ B p65 (S536) (1:1000, 3033, Cell Signaling Technology);  
 anti-NF- $\kappa$ B p65 (1:1000, 8242, Cell Signaling Technology);  
 anti-p-STAT3 (Y705) (1:1000, 9145, Cell Signaling Technology);  
 anti-STAT3 (1:1000, 9139, Cell Signaling Technology);  
 anti-METTL3 (1:1000, 18810, abcam);  
 anti-YTHDF1 (1:1000, 17479, Proteintech);  
 anti-SPRED2 (1:1000, S7320, sigma);  
 anti- $\beta$ -actin (1:5000, A5441, sigma).

Antibodies used in Immunohistochemistry:

anti-CD3 (1:100  $\square$  5690  $\square$  Abcam);  
 anti-CD4 (1:100  $\square$  183685  $\square$  Abcam);  
 anti-CD8 (1:100  $\square$  25229  $\square$  Cell Signaling Technology);  
 anti-FoxP3 (1:100  $\square$  12653  $\square$  Cell Signaling Technology);  
 anti-F4/80 (1:100  $\square$  6640  $\square$  Abcam);  
 anti-NOS2 (1:100  $\square$  15323  $\square$  Abcam);  
 anti-CD206 (1:100  $\square$  64693  $\square$  Abcam).

Antibodies used in Immunofluorescent staining:

anti-F4/80 (1:100  $\square$  6640  $\square$  Abcam);  
 anti-COL1A1 (1:5000, 67288-1-Ig, Proteintech).

Secondary antibodies:

Donkey anti-Rat IgG Alexa Fluor 594 (1:1000, A-21209, Life Technologies);  
 Donkey anti-Rabbit IgG Alexa Fluor 555 (1:1000, A-31572, Life Technologies);  
 HRP-linked anti-rabbit IgG (1:3000  $\square$  7074  $\square$  Cell Signaling Technology);  
 HRP-linked anti-mouse IgG (1:3000  $\square$  7076  $\square$  Cell Signaling Technology).

Validation

Antibodies were validated as noted on manufacturer's website. All antibodies were validated on mouse in our paper.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

B16 and LLC cells were purchased from the American Type Culture Collection (ATCC).

Authentication

Cell lines were not authenticated by ourselves.

Mycoplasma contamination

All cell lines were tested to be mycoplasma negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No cell line listed by ICLAC was used.

## Palaeontology

Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).*

Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For flow cytometric analysis and cell sorting, tissues or tumors were excised from the host mice, minced, and digested with 10 U/mL collagenase I (Gibco) and 30 U/mL DNase I in RPMI medium for 60 minutes at 37°C, and filtered through a 40-µm nylon filter (BD Biosciences) to obtain single-cell suspensions. After the red blood cells were lysed, the remaining cells were washed twice with complete RPMI medium and stained with the antibodies.

Instrument

Cells were either analyzed on a BD Fortessa (BD) or sorted by AriaIIIu (BD).

Software

Analysis of flow cytometry data was performed using Flowjo VX.

Cell population abundance

The purity of sorted cells was detected with purity >90% were used.

Gating strategy

Cell populations were determined by FSC-H/FSC-A gate. The boundaries were determined by the clear cell subpopulations and isotype controls.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

## Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

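RNA of BMDMs from 2 WT and 2 KO mice was analysed by MeRIP-Seq, with an m6A IP and an input library per mouse. The authors called peaks in each mouse and deposited 4 peak lists, in which the value of a peak is a score. The form of the peak names and scores is that of MACS, where a score is a multiple of the negative logarithm of a p-value, but the paper's text does not name the peak caller, its settings, the aligner or the build for the MeRIP-Seq data. Between 10.3% (WT-1) and 19.5% (KO-2) of the peaks had a score of 3100 or more, and the highest score was 3233.06 in each list. In WT-2, 13.5% of the peaks had a score of 3100 or more and 99.1% a score of 3100 or less. Most of these high scores in WT-2 thus stood at 3100. The listed peaks were at least 300 bp wide, with a median width between 478 bp (WT-1) and 543 bp (KO-2), and between 89.8% and 92.3% of the assigned peaks lay wholly in exons. The lists give no read counts, so the depth per sample is unknown and peak levels were not compared between lists.

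Positions were read as GRCm38, from their fit to exons of the 21720 protein-coding genes of GENCODE M21. Peaks were assigned to genes by exon overlap on the same strand, and overlaps needed at least 1 bp. Numbers of peaks and genes were compared by a two-sided exact permutation test over 6 labellings, which cannot give a p below 0.333 for 2 mice against 2. Pairs of lists were compared by the Jaccard index. Regions and genes were called by genotype when a peak was present in both lists of a genotype and absent from both lists of the other, and set beside the other ways to split the 4 lists, 3 in all. Sets of genes were tested by the one-sided Fisher's exact test against the genes that could have been called. Shares have Wilson 95% intervals, and odds ratios have Woolf 95% intervals. A constant was added to each count behind every odds ratio and its interval, which moves values that rest on few genes most. GGAC was tested against control windows drawn with the seed 20210302.

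The genes named in the text follow a rule fixed before the data were examined, which covers a list of 15 genes that the paper names and the MAPK pathway-related genes among the lost genes. The genes of the Y chromosome are named outside this rule and were chosen after their peaks were seen. Some results for single genes under this rule are not reported here. The main settings and the alternatives were fixed at the same time, except the alternatives said to be chosen later. Alternatives were the 50% of peaks with the highest scores, an equal number of top peaks per list, peaks within 100 bp merged, a reciprocal overlap of 50%, a replicate block, other backgrounds, transcripts, windows and motifs, and each list left out in turn. The limits by which technical explanations were judged were set when the tests were coded, at 10 percentage points for the difference between peaks of low and high score and 1.1 for the CDS ratio per base in long exons. The sequence comparison of *Zfy1* and *Zfy2* was changed after its value was seen. The functions were tested on simulated data, where the planted presence was recovered for 100% of 5000 genes. These data held no missed or false calls, so they test the counting and not how reliable lost or gained genes are. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, Biopython 1.88, samtools 1.23.1 and matplotlib 3.10.9 were used. The comparison of KO with WT BMDMs in Fig. 6d was not repeated, since it needs reads, which were not analysed here.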

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

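Of the tests in this part, those between pairs of lists, over other splits of the lists and on the *Zfy* sequences were chosen only after the result was seen. The setting with an equal number of top peaks per list was fixed before the data were examined. Its use to test the excess of KO-only regions was chosen after that excess was seen. Groups of 2 lists are too small for a test of single deviating samples.

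The paper follows genes that lost m6A, and the lists also held 765 regions with a peak in both KO lists and in neither WT list, 355 more than the reverse. The KO lists are longer and their peaks wider. With an equal number of top peaks per list, the excess was 194 regions, against at most 41 between the sides of the other splits, so list length accounts for part of the excess and not for the whole. With peaks also reduced to 300 bp around their midpoints it was 234. The KO-only regions held GGAC in their central 200 bp more often than control windows (odds ratio 1.67, 95% interval 1.35 to 2.07), which argues against peaks without the m6A motif as the whole cause. The most similar pair of a WT and a KO list had a Jaccard index of 0.392, below the 0.517 of the KO lists, so neither WT list resembled the KO lists as closely as they resembled each other. Of the 3 splits of the lists, 1, the real one, gave as many regions on a side, and with 3 splits chance cannot be told apart from genotype. At the level of genes the direction was not stable, with 278 lost and 339 gained genes in the lists as deposited but 295 lost and 274 gained genes with equal numbers of peaks. Without WT replicate 1 there were 1373 KO-only and 2104 WT-only regions, and without WT replicate 2 there were 1221 and 1996, since 1 list then sufficed for presence in WT. Library depth, library quality and transcript levels stay open and were not testable without reads. The share of peaks with a score of 3100 or more was higher in KO-1 (16.2%) and KO-2 (19.5%) than in WT-1 (10.3%) and WT-2 (13.5%). A difference by genotype stays open as well and was not tested apart from these.

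WT-1 held 4 peaks on the Y chromosome, where WT-2, KO-1 and KO-2 held 0. Those on *Zfy1* and *Zfy2* had the same score of 1343.84 and the same width of 378 bp. A first comparison of their sequences base by base, without gaps, gave 89.9% identity, by which shared reads were first taken as excluded. It was replaced after its result was seen, because a short insertion shifts the sequences, and an alignment with gaps gave 97.4%, with an identical stretch of 200 bp. The same score may come from reads placed on both copies, but the lists hold no read placements, so shared reads and separate reads cannot be told apart. None of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, 4 other genes of the Y chromosome chosen after the peaks were seen, had a peak in any list, so the lists do not show the sex of the mice, and no biological explanation was tested.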

How the results depend on the processing

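Among the alternative values computed for the main results, 63 kept their direction, side of the threshold or size, 38 moved, 2 became weaker and 8 fell on the other side of no difference, 1 of which rests on a count of 0 and shows no direction. For the single genes named in the text, 11 values moved and 11 did not. The choices were fixed before the data were examined, except the alternatives said below to be chosen later.

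Counts by genotype depended most on the settings. For the 50% of peaks with the highest scores, which removes peaks from every list, there were 164 WT-only and 320 KO-only regions and 138 lost and 183 gained genes, of which 41 and 36 were among those of the full lists. With presence required among these peaks and absence from the full lists, there were 67 and 114 regions and 41 and 36 genes. With each list left out in turn, which loosens a criterion to 1 list, WT-only regions ranged from 651 to 2104, KO-only regions from 1221 to 2319, lost genes from 472 to 1001 and gained genes from 695 to 879. With a peak required in at least 1 list of a genotype, an alternative chosen after seeing the data, there were 3690 WT-only and 3586 KO-only regions and 1573 lost and 1281 gained genes. The difference in genes with a peak between KO and WT ranged from -69.5 to 186.5 across the 4 comparisons that each left out 1 list, and was -38 without WT replicate 1.

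The paper used littermates as controls and the names of same-numbered libraries lie close together, but neither the paper nor the labels state that a replicate number marks a shared litter or batch, so a pairing stays open. The Jaccard index of same-numbered WT and KO lists was 0.3813 on average against 0.3808 for differently numbered lists, and the differences between the replicates of each genotype had a correlation of 0.00733 across the 12350 regions, which are not independent. With the replicate block there were 4198 WT-only and 4650 KO-only regions and 1986 lost and 2042 gained genes, because presence in 1 pair then sufficed, and the odds ratio of MAPK pathway-related genes among lost genes was 0.929.

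The odds ratio of MAPK pathway-related genes among lost genes was 1.77 for the 50% of peaks with the highest scores and 1.44 against all genes with a peak in any list. With WT peaks from the 50% with the highest scores and absence from the full lists, 0 of 41 lost genes were MAPK pathway-related and 0.788 expected, so the odds ratio of 0.586 comes from the constant added to this count of 0. The odds ratio ranged from 0.776 (without WT replicate 2) to 1.39 with each list left out in turn, and its p was at least 0.27 wherever a test was made. Among gained genes the odds ratio was 2.83 (one-sided Fisher's exact test, p = 0.014) for the 50% of peaks with the highest scores and it ranged from 0.366 to 1.16 (without WT replicate 1) with each list left out in turn. With absence required from the full lists it was 1.88, which rests on 1 gene where 0.787 were expected (one-sided Fisher's exact test, p = 0.553). The constant added to each count raises this value. The cause of the other changes was not tested, and the p of 0.014 is 1 of several alternatives and not corrected for them. *Spred2* had 0 peaks among the 50% with the highest scores.

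With every base of a peak counted, the CDS held 54.8%, the ratio of the last to the first 2 CDS bins was 1.56 and that of the first to the last 2 bins of the 3′-UTR was 4.23. For the 50% of peaks with the highest scores, the CDS held 58.5%, the 3′-UTR 38.4%, the 3′-UTR ratio was 11.9, and the CDS ratio was 1.18 and no longer past the threshold in every list. In genes with a single coding transcript the ratios were 1.70 for the CDS and 6.24 for the 3′-UTR. The cause was not tested. With DRACH in place of GGAC the mean odds ratio was 1.66 without passing the threshold, but between 99.8% and 99.9% of peaks and of control windows held DRACH, so this alternative could not separate them. GGAC per kb, an alternative chosen after seeing the data, was 1.27 times as dense in peaks as in control windows. The unknown depth limits each result above that rests on the absence of a peak.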

Differences from the paper's values

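The paper's criteria for changed m6A rest on fold changes and P values, while the values here count the presence or absence of peaks, so the measures are related but not the same.

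The paper reports 70 m6A-downregulated genes, and 278 genes had a peak in both WT lists and in neither KO list. None of the alternatives set before the data were examined closed the gap, with counts from 41 to 1986, and neither did the alternative chosen after seeing the data, with 1573.

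Fig. 6c shows about 3 MAPK pathway-related genes among them, read by eye, and 7 were found here. For the 50% of peaks with the highest scores the number was 4, within 1.5 times the paper's, but *Spred2* and *Sos2* were not among these 4. The other alternatives set before the data were examined gave from 0 to 39 and did not close the gap.

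Fig. 6d shows about 2100 decreased and about 2000 increased m6A sites, read by eye, against 410 WT-only and 765 KO-only regions. Without WT replicate 1 there were 2104 and 1373, within 1.5 times both of the paper's values. Without WT replicate 2 there were 1996 WT-only regions, and without KO replicate 1 and without KO replicate 2 there were 2319 and 2032 KO-only regions, each with the other count outside that range. The remaining alternatives set before the data were examined did not close either gap.

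Fig. 6c names *Sos2* among the genes that lost m6A. Here *Sos2* had peaks in WT-1, WT-2 and KO-1 and was not called lost. It was called lost without KO replicate 1 and with the replicate block. *Spred2*, also named there, was called lost in the lists as deposited, but not for the 50% of peaks with the highest scores, nor with WT peaks from these and absence from the full lists.

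The paper describes a steady rise of peak density along the CDS. The density rose from bin 1 to bin 3 and from bin 9 to bin 10 in each list, but it was lower in bin 9 than in bin 3, and the density in bin 9 minus that in bin 3 was -0.0794 peaks per kb in WT-1, -0.038 in WT-2, -0.0286 in KO-1 and -0.0645 in KO-2. These bins were chosen after the profile was seen.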

Other observations

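Each test in this part was written down before its result was seen.

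Genes with a peak in both WT lists and in neither KO list had low scores, with a median best score at percentile 38.8 of the WT lists, against percentile 71.8 for genes with a peak in all 4 lists. Genes set apart by pairs of lists across genotypes lay as low, between percentiles 34.3 and 41.3. Part of the lost genes may therefore be low-scoring calls that vary between lists. Genes set apart by pairs that mix the genotypes would be such calls. Of the 278 lost genes, 219 had peaks that overlapped between WT-1 and WT-2. How many lost genes reflect the genotype was not tested.

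The *Spred2* peaks of WT-1 and WT-2 did not overlap. Of the WT-1 peaks in the lower 50% of scores, where the *Spred2* peak lies, 39.9% overlapped a WT-2 peak, against 64.7% in the upper 50%. The WT-1 *Spred2* peak scored 459.22, near the list median of 510.8, while the lowest score of that list was 50.18. It was thus not among the lowest-scoring calls. Poorer repetition of calls in the lower 50% of scores is a candidate explanation for the different positions. A difference between the 2 WT mice was not tested apart from this.

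Between 96.0% and 97.6% of the assigned peaks lay in exons of at least 300 bp, which hold 68.5% of exon bases. Listed peaks were at least 300 bp wide, and between 89.8% and 92.3% of the assigned peaks lay wholly in exons. This share is therefore largely fixed by the peak width. Divided by the bases in such exons, the ratio of the last to the first 2 CDS bins was 1.04 as a mean of the 4 lists, and 1.08, 1.11, 0.958 and 0.993 in WT-1, WT-2, KO-1 and KO-2, each with a 95% interval that holds 1. A rise in peak density and the placement of listed peaks in long exons cannot be told apart from these intervals. No biological explanation was tested.

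The motifs of Fig. 6j were matched by sequence to the *Spred2* CDS. In the transcript with a CDS of 1233 nt, mut1 (AAGACGCGGACTCC) covers nucleotides 722 to 735 and mut2 (TGGTGCGCGGACAGC) nucleotides 1006 to 1020. Both lie in the last exon, with their GGAC on chromosome 11 of GRCm38 from 20020943 to 20020946 and from 20021228 to 20021231. The sequences with 20 nt on each side of GGAC are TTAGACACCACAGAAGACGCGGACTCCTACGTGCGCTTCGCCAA and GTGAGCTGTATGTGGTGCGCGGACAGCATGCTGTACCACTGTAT. Both GGAC lie under the WT-2 peak and under no peak of WT-1, KO-1 or KO-2. The CDS of the longest transcript holds 10 GGAC, of which 3 lie under the WT-1 peak and 3 under the WT-2 peaks. The primers of the m6A-IP-qPCR in Supplementary Table 3 match nucleotides 7 to 106 of the CDS, in exons 1 and 2, where no list has a peak.

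Of the 15 genes of the paper listed in advance, 9 had no peak in any list, which were *Mettl3*, *Mettl14*, *Il6*, *Arg1*, *Ccl22*, *Il10*, *Rela*, *Stat3* and *Mapk3*. *Ythdf1* had a peak in WT-1, WT-2 and KO-1 and *Tnf* in WT-1, KO-1 and KO-2.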
